# Gene repositioning within the cell nucleus is not random and is determined by its genomic neighborhood

**DOI:** 10.1186/s13072-015-0025-5

**Published:** 2015-09-17

**Authors:** K. Laurence Jost, Bianca Bertulat, Alexander Rapp, Alessandro Brero, Tanja Hardt, Petra Domaing, Claudia Gösele, Herbert Schulz, Norbert Hübner, M. Cristina Cardoso

**Keywords:** 3D-FISH measurements, Chromocenters, Genomic context, Gene position, Gene silencing, Heterochromatin proximity, MeCP2, Myogenesis, Nuclear periphery, Transcriptional profiling

## Abstract

**Background:**

Heterochromatin has been reported to be a major silencing compartment during development and differentiation. Prominent heterochromatin compartments are located at the nuclear periphery and inside the nucleus (e.g., pericentric heterochromatin). Whether the position of a gene in relation to some or all heterochromatin compartments matters remains a matter of debate, which we have addressed in this study. Answering this question demanded solving the technical challenges of 3D measurements and the large-scale morphological changes accompanying cellular differentiation.

**Results:**

Here, we investigated the proximity effects of the nuclear periphery and pericentric heterochromatin on gene expression and additionally considered the effect of neighboring genomic features on a gene’s nuclear position. Using a well-established myogenic in vitro differentiation system and a differentiation-independent heterochromatin remodeling system dependent on ectopic MeCP2 expression, we first identified genes with statistically significant expression changes by transcriptional profiling. We identified nuclear gene positions by 3D fluorescence in situ hybridization followed by 3D distance measurements toward constitutive and facultative heterochromatin domains. Single-cell-based normalization enabled us to acquire morphologically unbiased data and we finally correlated changes in gene positioning to changes in transcriptional profiles. We found no significant correlation of gene silencing and proximity to constitutive heterochromatin and a rather unexpected inverse correlation of gene activity and position relative to facultative heterochromatin at the nuclear periphery.

**Conclusion:**

In summary, our data question the hypothesis of heterochromatin as a general silencing compartment. Nonetheless, compared to a simulated random distribution, we found that genes are not randomly located within the nucleus. An analysis of neighboring genomic context revealed that gene location within the nucleus is rather dependent on CpG islands, GC content, gene density, and short and long interspersed nuclear elements, collectively known as RIDGE (regions of increased gene expression) properties. Although genes do not move away/to the heterochromatin upon up-/down-regulation, genomic regions with RIDGE properties are generally excluded from peripheral heterochromatin. Hence, we suggest that individual gene activity does not influence gene positioning, but rather chromosomal context matters for sub-nuclear location.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-015-0025-5) contains supplementary material, which is available to authorized users.

## Background

Nuclear topology, in particular, the 3D landscape of the genome within the nucleus, has come into focus as a regulator of genome activity [1] with heterochromatin as a key player [2–4]. First evidence that heterochromatin might be a silencing compartment was provided by Mueller’s position effect variegation (PEV) experiments in 1930 [5], demonstrating that rearrangement of genes near the heterochromatin in *Drosophila* causes gene silencing. Position effect variegation affects genes on the same chromosome (*cis*) as well as genes on different chromosomes (*trans*) [6]. Moreover, the effects of heterochromatin on gene activity were suggested in, e.g., mouse [7–9], *Drosophila melanogaster* [10], *Caenorhabditis elegans* [11], *Saccharomyces cerevisiae* [12] *Schizosaccharomyces pombe* [13] and in *Plasmodium falciparum* [14], and seem to be an evolutionarily conserved feature [15, 16].

Heterochromatin can be found in essentially all eukaryotes, but its distribution and composition differ from species to species. In general, heterochromatin can be subdivided into two subgroups which differ in composition and location within the nucleus [17]. Facultative heterochromatin is cell-type specific, well documented by electron microscopy and found lining the lamina at the inside of the nucleus. Henceforth, we use the terms nuclear periphery and facultative heterochromatin interchangeably. Constitutive heterochromatin is found at and around centromeres (centric and pericentric heterochromatin) and able to form clusters of multiple chromosomes in some species. In mouse, pericentric heterochromatin clusters are located distant from the periphery inside the nucleus. These so-called chromocenters consist of highly condensed, repetitive DNA, are mostly transcriptionally silent and have been described in mouse [18, 19], *Drosophila* [10] and plants [20–22].

Both forms of heterochromatin (chromocentric and peripheral) have been hypothesized to act as silencing compartments. Experimental evidence for this hypothesis came from mouse lymphocyte maturation where Brown et al. [8] documented colocalization of inactive genes, but not active genes with chromocenters. Later studies performed in *Drosophila* additionally accounted for chromatin mobility by comparing the distance measurements of active and inactive gene loci to heterochromatin [10]. Several other reports provided further evidence of a positive correlation between gene silencing and either the distance to chromocenters [23] or the nuclear periphery [24, 25]. In addition, experiments in which ectopically tagged loci were artificially tethered to the nuclear lamina mostly resulted in the silencing of the respective locus [26, 27]. These studies, though, did not always observe a relocation of genes toward or away from chromocenters/nuclear periphery according to their expression status (reviewed in [28]). Several reasons might account for this fuzzy outcome. Firstly, different model systems and different genes were investigated. Second, the inherent challenge of 3D distance measurements was approached differently [17]. Hence, the variability of biological samples and the different technical approaches make the results difficult to compare, as common standards are not yet agreed upon [29]. Especially, morphological changes or differences need to be considered, as shape differences strongly influence the results of distance measurements. For example, spherical hematopoietic cells significantly differ from flat ellipsoid adherent cells. This shape difference increases the probability to be close to the periphery in flat cells compared to spheroid cells. Furthermore, the remodeling of heterochromatin seems to be a common feature of differentiation, and particular changes in chromocenter morphology are known to accompany the differentiation of mouse and human embryonic stem cells as well as mouse myoblasts [18, 19, 30–32]. The prevalence of chromatin reorganization during differentiation hints at a functional role of heterochromatin during this process. Nonetheless, studies that explicitly correct for nuclear morphology-associated changes when analyzing the influence of gene-to-heterochromatin distance on gene expression are still underrepresented. Another common bias of the studies so far is that, predominantly, the genes investigated were selected by candidate gene approaches. This candidate gene selection has served as a paradigm to elucidate different levels of gene regulation, but may, in fact, not reflect the way the whole genome is regulated.

Here, we reevaluated the impact of heterochromatin proximity on gene expression and additionally considered their genomic context. Using a well-established and characterized cellular differentiation system, we avoided the candidate gene analysis by performing a genome-wide transcriptional profile to identify up-/down-regulated and unchanged genes. As nuclei undergo significantly morphological changes during myogenic differentiation [18], we applied a single-cell-based normalization to all our 3D-FISH distance measurements [33]. Importantly, we also investigated the effect of induced heterochromatin reorganization in the absence of cellular differentiation. In a nutshell, we found that the gene’s neighborhood is far more influential in determining its nuclear positioning than the gene’s activity per se.

## Results and discussion

### Cellular systems for chromatin reorganization and respective gene selection based on transcriptional profiling

We tackled the controversial question of whether a gene’s location within the nuclear landscape and its proximity to heterochromatin influence its activity by comparing the location of differently expressed genes obtained from transcriptional profiling analysis. The latter provides an unbiased mode to select genes that are either up-regulated, down-regulated or not significantly changed in expression.

For that, we chose first the mouse myogenic in vitro differentiation system and compared gene expression profile of undifferentiated mouse myoblasts (MB) to differentiated myotubes (MT) (Fig. 1a, Additional file 1: Figure S1; differentiation system). This classic differentiation system is characterized by global changes in gene expression associated with distinct morphological alterations and well-described heterochromatin reorganization [18, 34, 35]. In particular, the syncytial morphology of the myotubes allows an unquestionable and direct identification of the differentiated state by contrast microscopy with no need whatsoever for additional molecular marking and immuno-FISH (Additional file 1: Figure S1). Accompanying differentiation, the average number of constitutive heterochromatin domains (called chromocenters) decreases in number and increases in size (Fig. 1a). Ectopic MeCP2 that is known to be necessary and sufficient for heterochromatin reorganization mimics this effect in a dose-dependent way in the absence of cellular differentiation [18, 36]. Therefore, to study the effects of heterochromatin reorganization decoupled from the general differentiation program, we next used the same myoblast cell line transfected with MeCP2-YFP and FACSorted (Fig. 1a; ectopic MeCP2 system). In both systems, low MeCP2 levels were accompanied by a high number of small chromocenters, while high MeCP2 levels were associated with a reduced number of larger chromocenters (Fig. 1a). Both systems provided us with the opportunity to investigate gene positioning dependent on chromatin reorganization with and without differentiation-associated large-scale gene expression changes.

**Fig. 1:**
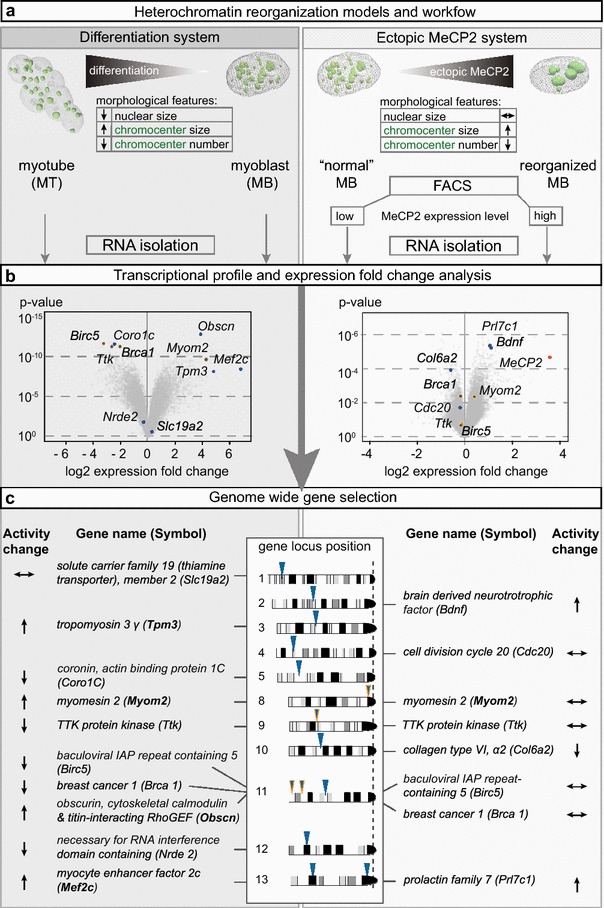
Genome-wide transcriptional profiling and gene selection. **a** Experimental design using two different cellular systems. On the *left*, a differentiation-based cell system and on the *right* a cell system based on transient ectopic MeCP2 expression. Both systems lead to a chromatin reorganization resulting in less and larger chromocenters. Both systems were used for gene expression profiling. **b** Results from the transcriptional profiling of the differentiation system (*left*) and the ectopic MeCP2 expression system (*right*) are presented in *volcano plots* (expression fold change versus statistical significance of the change). Genes selected for further analysis are depicted in *blue*. Selected genes shared in both conditions are outlined in *orange*. The expression change of the MeCP2 gene itself (11 fold) is depicted in *red*. As expected, the highest expression difference in low versus high MeCP2-expressing cells was MeCP2 itself. **c** The physical position of all selected genes on the mouse chromosomes with their full names. *Arrows* indicate if genes were up-, down- or unregulated during differentiation (*left*) or MeCP2 ectopic expression (*right*). *Bold gene names* indicate the myogenic genes according to the gene ontology classification

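Among cells sorted for MeCP2, the largest rises among the genes that passed the test and whose high and low arrays did not overlap were those of Hoatz, Serpinb9g, Serpinb2, Ccn3, Nefl, Trp53inp1, Eda2r and Ccng1. Hoatz had a log2 fold change of 2.95 (SE 0.12, adjusted p = 4.78e-08 from limma). The serine protease inhibitors Serpinb9g and Serpinb2 both had a log2 fold change of 2.88, and the matricellular protein Ccn3 had one of 2.58. The neurofilament gene Nefl rose by 2.56 on the log2 scale. Trp53inp1, Eda2r and Ccng1, known targets of p53, rose 5.87-fold, 5.20-fold and 4.28-fold. In low MeCP2 cells Hoatz, Serpinb9g, Serpinb2, Ccn3 and Nefl stood below the array medians, at 4.71 to 6.49, where signal over background cannot be set, so the size of their rise is uncertain. The falls were smaller. The transglutaminase gene Tgm2 fell by 1.39 on the log2 scale (SE 0.20, adjusted p = 8.86e-04 from limma), followed by the tissue factor gene F3 at -1.09, the immediate early gene Egr2 at -1.06 and the laminin gene Lama1 at -1.01. Osmr, Actg2, Rasl11b and Socs3 completed the 8 largest falls, at log2 fold changes of -1.01 to -0.96. In high MeCP2 cells Lama1 lay below the array medians and Tgm2 among them, so the size of these 2 falls and their rank are uncertain too. Without the low MeCP2 arrays of replicates 1 and 2, which lay apart from the other sorted arrays, Hoatz had a log2 fold change of 2.78 and Tgm2 one of -1.65. Mecp2 itself was not analysed here.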

We performed a genome-wide transcriptional analysis and profiled undifferentiated myoblasts, differentiated myotubes as well as low- and high-level MeCP2-expressing cells for their gene expression (GEO series accession number GSE69087). 

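The arrays measured Pmi 28 mouse myoblasts (MB), the multinucleated myotubes (MT) they form on differentiation, and myoblasts transfected with MeCP2 fused to a yellow fluorescent protein and sorted by its fluorescence into high and low MeCP2 cells. Each of the 4 groups had 5 arrays, which the methods describe as independent experiments, 20 arrays in all. The deposited values are log2 intensities that the authors made by robust multi-array analysis (RMA), with one value for each of 45101 probe sets. From these values, 64 control probe sets were left out and 45037 were tested. Of them, 34945 had 1 gene symbol, 932 had several and 9160 were unnamed here. Array medians lay between 6.64 and 6.68 in MB, 6.65 and 6.68 in MT, 6.62 and 6.63 in high MeCP2 cells and 6.63 and 6.73 in low MeCP2 cells.
MT were compared with MB, and high with low MeCP2 cells, in separate limma fits of 10 arrays each, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. For the genes that the paper selected, the probe set with the largest fold change was taken, after the paper's methods, and its p was adjusted over all probe sets. For every other gene and for the gene lists, the probe set with the highest mean over the 20 arrays was taken, and p was adjusted over the 18193 genes. In all, 29 gene lists were fixed before the data were examined. They were tested with camera at a preset correlation of 0.01 between genes, and p was adjusted over the lists. The number of arrays limits the precision. In data simulated on the MT and MB arrays, 95.5% of probe sets changed by 0.50 on the log2 scale were recovered. On the sorted arrays 47.8% were recovered at that size and 95.5% at a change of 1. In these simulations few probe sets were changed and the noise was independent between probe sets. The rates hold for that setting and are not the sensitivity of the real comparisons, where more probe sets passed and arrays can share deviations.
The first principal component of the 20 arrays held 63.4% of the variance and parted the sorted cells, at scores of 60.5 to 67.3, from the unsorted. It also parted MT, at -103 to -98.9, from MB, at -29.3 to -24.2, so it does not stand for the sort alone. The second held 18.2% and parted MT from MB as well. The third, with 8.96%, parted low MeCP2 replicates 1 and 2, at scores of -56.7 and -79.9, from the other 18 arrays, whose scores ranged from -14.5 to 37.8. The root mean square difference of these 2 arrays from the other sorted arrays was 0.40 and 0.49, against 0.22 to 0.28 for each of the other 8.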

Subsequently, we analyzed the differentiation (MT versus MB) and the ectopic MeCP2 expression system (high versus low MeCP2 levels) for significant changes in gene expression and considered statistical (*p* values) and biological (gene expression fold changes) parameters (Fig. 1b). 

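Differentiation changed a large part of the transcriptome. MT and MB differed in 18825 of the 45037 probe sets (41.8%), of which 9032 were higher in MT and 9793 lower. Among genes that passed the test and whose MT and MB arrays did not overlap, the largest rise was that of Myh8, the perinatal myosin heavy chain, with a log2 fold change of 8.11 (SE 0.10, adjusted p = 3.18e-18 from limma). The myosin heavy chains Myh1 and Myh7 rose by 6.14 and 4.90 on the log2 scale, the actin nucleator Lmod2 by 5.18 and the myosin chaperone Unc45b by 4.76. Bex1 rose by 7.36, the growth factor gene Igf2 by 5.04 and Dhrs7c, an enzyme of the sarcoplasmic reticulum, by 4.90. The largest falls were those of Id2, at a log2 fold change of -6.52 (SE 0.077, adjusted p = 3.18e-18 from limma), and of Id3, at -4.83. Both encode inhibitors of the myogenic helix-loop-helix factors. Car8 fell too, with a log2 fold change of -4.62, as did Lgr6 and Igfbp2, at -4.10 each, Stmn2, at -3.90, and the cell division genes Trip13 and Ube2c, at -3.61 each. The lower level of Myh8, Bex1, Myh1, Lmod2 and Dhrs7c (in MB) and of Id2, Car8, Lgr6 and Trip13 (in MT) lay below the array medians, where signal over background cannot be set, so the size of these changes is uncertain.
High and low MeCP2 cells differed in 2836 probe sets (6.30%), and 2310 of these (81.5%) were higher in high MeCP2 cells. This count depended on single arrays and on the model or test. It was far higher with all 20 arrays in one model, higher with array weights and lower by the t-test of the paper's methods. Without one of the high MeCP2 arrays it lay between 1383 (replicate 5) and 1879 (replicate 4). It was 1402 without low MeCP2 replicate 1, 5376 and 5439 without low MeCP2 replicates 3 and 4, and 1828 without low MeCP2 replicates 1 and 2 together. Of the 1828, 1543 were among the 2836, all in the same direction. When all 20 arrays were normalized to a common distribution, 1786 probe sets were higher and 972 lower. Both parameters that the paper considered can be set on these values. Of the called probe sets, 3271 changed at least 2-fold in MT versus MB, 1680 up and 1591 down. Between high and low MeCP2 cells 208 did, 198 up and 10 down.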

In parallel, we took advantage of “DAVID” (Database for Annotation, Visualization And Integrated Discovery; http://david.abcc.ncifcrf.gov/, [37, 38]) and could confirm the quality of our expression data. 

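Genes of the contractile apparatus rose together in MT. Of 51 measured genes of the sarcomere, 46 were higher than in MB, 1 was lower and 4 did not pass the test, with a median log2 fold change of 2.47. Adjusted over the list alone, 46 were higher and 1 lower. The lower one was Tpm3, at -0.46 by its probe set of highest mean, while another of its probe sets rose 27.8-fold. The counts thus depend on the probe set taken for a gene. Besides Myh8, the Z-disc gene Myot rose by 4.49 from a level below the array medians, with an adjusted p of 5.65e-18 from limma. Of 20 genes of excitation-contraction coupling, 15 rose and 2 fell (15 and 2 when adjusted over the list alone), among them Casq2, the calsequestrin of the sarcoplasmic reticulum, which rose by 3.15, and the calcium channel subunit Cacna2d1, which rose by 2.23. Atp2a2, among the coupling genes that fell (-0.29), rose by another of its probe sets. Of 19 genes of muscle energy metabolism, 17 rose and 1 fell (17 and 1 over the list alone). The muscle cytochrome oxidase subunit Cox6a2 rose by 4.49 and the glycogen phosphorylase Pygm by 3.67. The myogenic transcription factors went both ways. Of 11, 6 rose and 3 fell (6 and 3 over the list alone), with Myog up by 1.79 and Pax7 and Myod1 at -0.84 and -0.65. Of 14 genes of myoblast fusion and the neuromuscular junction, 10 rose and 2 fell (10 and 2 over the list alone). The acetylcholine receptor subunits Chrng and Chrnd rose by 2.19 and 1.84.
Genes of proliferation fell. All 55 measured genes of mitosis did, with a mean log2 fold change of -2.43, as did all 41 of DNA replication, with a median of -1.75, and all 22 of homologous recombination and fork repair, with a median of -1.05. The counts over each list alone were the same. The mitotic activator Cdc20 had a log2 fold change of -3.30 and Gmnn, which limits DNA replication to a single round per cycle, one of -3.04. Rad51ap1, a partner of the recombinase Rad51, fell by 2.38, a size that is uncertain as its level in MT lay below the array medians. Among CDK inhibitors, D cyclins and pocket proteins, 9 of 18 rose and 4 fell (9 and 5 over the list alone). Ccnd2 rose by 3.08 and the inhibitor Cdkn1c by 2.48, while Ccnd1 and Rbl1 fell, at -1.42 and -1.40. Camera called every one of these lists. With an estimated correlation the adjusted p was 0.0156 for the sarcomere, 0.012 for excitation-contraction coupling, 0.00431 for energy metabolism, 9.58e-04 for mitosis and for DNA replication and 0.00211 for recombination. The calls were lost for the myogenic factors (adjusted p = 0.272 with an estimated correlation), for fusion and the junction (adjusted p = 0.107 with an estimated correlation) and for the CDK inhibitors and cyclins (adjusted p = 0.423 with an estimated correlation). This last call was also lost without MT replicate 1 or 4 or MB replicate 2 or 4 (adjusted p = 0.0503 to 0.0717 from camera), and by other rules for the probe set of a gene or without dim probe sets (adjusted p = 0.0708 to 0.121 from camera). Without dim probe sets that of the myogenic factors was lost too (adjusted p = 0.171 from camera). The mean of the sarcomere list was 11.8 ± 0.028 (SD, n = 5) in MT and 9.25 ± 0.15 (SD, n = 5) in MB, and that of the mitosis list 7.73 ± 0.022 against 10.2 ± 0.047 (SD, n = 5 each). No MT array overlapped with an MB array in either (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 against 5 arrays allow). The same held for 26 of the 29 list means, so it is not particular to these lists.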

We also validated the quality of our in vitro differentiation by (1) morphological evaluation and (2) analyzing the expression data and finding myogenic-related genes up- and proliferation-related genes down-regulated (Additional file 1: Figure S1). 

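Large changes were rarer in the ectopic system. The SD of the log2 fold changes over all probe sets was 0.27 in high versus low MeCP2 cells and 0.57 in MT versus MB, and 230 probe sets differed at least 2-fold in the former, or 155 to 352 with one array left out (low MeCP2 replicates 2 and 4) and 126 without low MeCP2 replicates 1 and 2 together. The 99th percentile of the absolute log2 fold change was 0.83 against 2.36. The median absolute log2 fold change was 0.145 against 0.129, and 0.0944 without the low MeCP2 arrays of replicates 1 and 2. The change of a probe set differed between the 2 systems in 14100 of 45037 cases, by a limma interaction over all 20 arrays with Benjamini-Hochberg adjustment. This fit pools the variance of all arrays, though the median residual SD was 0.165 on the sorted and 0.103 on the unsorted arrays. Such pooling raised the count between high and low MeCP2 cells, so 14100 may be too high. Sorted and unsorted arrays also differed in their 3' to 5' ratios, and any effect on the interaction was not tested.
Targets of p53 rose in high MeCP2 cells. Of 22 measured members, 17 rose and none fell (18 and none over the list alone), with a median log2 fold change of 0.96. Cdkn1a, which encodes the CDK inhibitor p21, rose by 1.64 (SE 0.087, adjusted p = 3.90e-07 from limma), and the ubiquitin ligase gene Mdm2, named after its value was seen, by 1.43. The mean of the list was 9.64 ± 0.11 (SD, n = 5) in high and 8.61 ± 0.17 (SD, n = 5) in low MeCP2 cells, and every high array lay above every low array (exact permutation test, two-sided, p = 0.00794, adjusted over the 29 lists p = 0.046). Camera gave an adjusted p of 7.53e-17, and the call was lost when the correlation between genes was estimated (adjusted p = 0.115 with an estimated correlation). Of 41 genes of DNA replication, 8 fell and none rose (12 fell over the list alone), among them Cdc6 at -0.79 and Gins2 at -0.51. Of 55 genes of mitosis, 8 fell and 1 rose (9 and 1 over the list alone), with Mki67 at -0.39. Camera called both (adjusted p = 0.726 with an estimated correlation for each). Their list means did not pass the exact permutation test, and high and low arrays overlapped. Adjusted over the 29 lists, p was 0.0767 for DNA replication and 0.315 for mitosis (exact permutation test, two-sided). Of 18 CDK inhibitors, D cyclins and pocket proteins, 8 rose and none fell (8 and none over the list alone). This list shares Cdkn1a, Ccng1 and Btg2 with the p53 targets, and 5 of the 15 members in no other list rose. Its camera call was lost too (adjusted p = 0.726 with an estimated correlation). Among smooth muscle markers 3 of 7 fell (3 over the list alone), with Tagln at -0.91 (adjusted p = 0.115 with an estimated correlation). Of 51 sarcomere genes, 4 fell and 1 rose (4 and 2 over the list alone), and camera did not call this list. Without low MeCP2 replicates 1 and 2, 16 of the p53 targets rose (median 0.83), as did 6 of the CDK inhibitors, cyclins and pocket proteins, while 8 genes of DNA replication and 10 of mitosis fell. On these 2 arrays the mean of the endothelial marker list lay above that of every other sorted array, by at least 0.28. This mean lay below the array medians, and 5 of the 9 members lay above on both arrays. So did 28.4% of the 6065 dimmest genes, a smaller share. Dim genes thus shifted in general, and whether this list exceeds that shift was not tested.

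**Figure D1:**
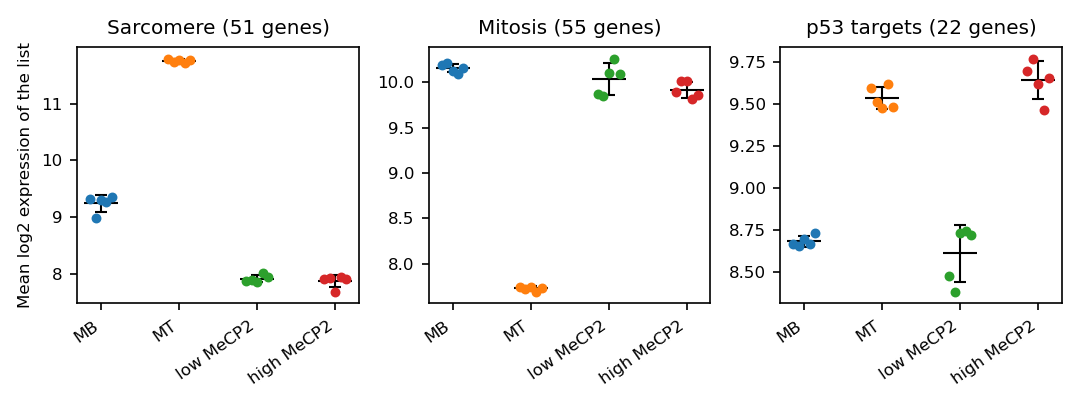
Mean log2 expression of the genes of 3 lists on each array (points, 5 per group, side by side in order of replicate number), with the group mean and SD (bars). The vertical axes do not start at 0. MT lie above MB for the sarcomere list and below for the mitosis list, and for the p53 targets the high MeCP2 arrays, at 9.47 to 9.77, lie above the low MeCP2 arrays, at 8.38 to 8.75.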

The ectopic MeCP2 expression system showed lower global expression changes (with the obvious exception of the ectopically expressed MeCP2) as compared to the differentiation system (Fig. 1b). This observation agrees with previous expression data in MeCP2-deficient/mutated mouse and human brain [39, 40] and lymphocytes from patients [41, 42].

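Of the genes chosen for imaging, 13 were analysed here, with their places taken from the RefSeq annotation of the mouse assembly GRCm38. For the differentiation system these were Slc19a2 on chromosome 1 from 164249046 to 164265385, Tpm3 on chromosome 3 from 90072651 to 90100902, Coro1c on chromosome 5 from 113842439 to 113908706, Nrde2 on chromosome 12 from 100125450 to 100160414 and Mef2c on chromosome 13 from 83504017 to 83667079. For the ectopic system they were Bdnf on chromosome 2 from 109674700 to 109727043, Cdc20 on chromosome 4 from 118432901 to 118437343, Col6a2 on chromosome 10 from 76595756 to 76623630 and Prl7c1 on chromosome 13 from 27773600 to 27780846. The genes studied in both systems were Myom2 on chromosome 8 from 15057653 to 15133420, Ttk on chromosome 9 from 83834651 to 83872390, and Brca1 and Birc5 on chromosome 11, from 101488761 to 101551955 and from 117849237 to 117855743. Obscn was not analysed here. The genes span 4443 bp (Cdc20) to 163063 bp (Mef2c). By absolute fold change, Mef2c, Tpm3, Myom2, Birc5, Ttk and Coro1c lay within the top 0.899% of probe sets in MT versus MB and Brca1 within the top 1.51%, while Nrde2 lay within the top 28.0%. In high versus low MeCP2 cells Bdnf lay within the top 0.351% and Col6a2 within the top 3.10%, while Prl7c1 lay within the top 73.8%.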

Based on the statistical significance (*p* value) of the observed expression changes (fold change), we further focused on 14 genes, distributed throughout the mouse genome: 10 genes within the differentiation system and 8 genes within the ectopic MeCP2 expression system, including 4 genes shared by both systems (Fig. 1c). Selected genes either showed highly significant up- (indicated by an upward arrow) or down-regulation (indicated by a downward arrow) or insignificant statistical changes in those chosen as the control group (indicated by an horizontal arrow). 

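Of the genes drawn with a horizontal arrow, Myom2 in high versus low MeCP2 cells passed the test and the others did not. Slc19a2, a thiamine transporter, stood at 6.41 ± 0.37 in MT and 6.16 ± 0.074 in MB on the log2 scale (SD, n = 5 each). Its log2 fold change was 0.24 (SE 0.13, adjusted p = 0.153 from limma), 0.35 without MT replicate 3 (adjusted p = 0.018 from limma) and 0.11 without MT replicate 4. In high versus low MeCP2 cells, the mitotic genes Cdc20, Ttk and Birc5 had log2 fold changes of -0.21, -0.17 and -0.16, with adjusted p of 0.132, 0.299 and 0.326 from limma, and Brca1 had one of -0.19 (adjusted p = 0.125 from limma). Cdc20 passed the threshold when the 20 arrays were normalized to a common distribution, at a log2 fold change of -0.37 (adjusted p = 0.00669 from limma), and so did Ttk (-0.33, adjusted p = 0.0463 from limma). Slc19a2 in MT and MB, and in sorted cells Myom2 and the probe set taken for Brca1, lay below the array medians, so the size of their changes is uncertain. Without low MeCP2 replicate 4 the values of Ttk and Birc5 were -0.080 and -0.094, and without low MeCP2 replicates 1 and 2 together they were -0.29 and -0.28, none of them past the threshold. Myom2 had a log2 fold change of 0.39 (SE 0.10, adjusted p = 0.0357 from limma) at a level of 6.39 ± 0.17 in high and 5.99 ± 0.14 in low MeCP2 cells (SD, n = 5 each). It no longer passed without high MeCP2 replicate 1, 2, 3 or 5 or low MeCP2 replicate 1, 2 or 5 (adjusted p = 0.0603 to 0.0859 from limma), without low MeCP2 replicates 1 and 2 together (0.32, adjusted p = 0.101 from limma), with the probe set of highest mean level (0.20, adjusted p = 0.299 from limma), with the mean of its probe sets (0.17, adjusted p = 0.115 from limma), or with the methods' t-test on antilog values (adjusted p = 0.0896).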

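The genes of muscle structure and regulation rose on differentiation and those of cell division and repair fell. Mef2c, a transcription factor of the muscle program, rose to 11.6 ± 0.18 (SD, n = 5) in MT on the log2 scale. Its log2 fold change of 6.77 (SE 0.076, adjusted p = 9.89e-19 from limma) was that of the probe set with the largest change, which in MB lay below the array medians, where signal over background cannot be set. All 5 of its probe sets did, so the size of the rise is uncertain. Tpm3, a tropomyosin, rose 27.8-fold (SE 0.080 on the log2 scale, adjusted p = 8.51e-17 from limma). This was 1 of its 5 probe sets, and the probe set of highest mean level had a log2 fold change of -0.46. Myom2, the M-protein of the sarcomere, rose by 4.26 (SE 0.071, adjusted p = 8.51e-17 from limma), from 9.05 ± 0.14 to 13.3 ± 0.093 (SD, n = 5 each). Birc5, the survivin of the chromosomal passenger complex, fell by 3.24 (SE 0.056, adjusted p = 1.21e-16 from limma), and the spindle checkpoint kinase gene Ttk fell by 2.65 (SE 0.055, adjusted p = 9.31e-16 from limma), to a level just below the array medians, so that the size of its fall is uncertain too. Coro1c, an actin-binding coronin, fell 5.44-fold, at a log2 fold change of -2.44, and the repair gene Brca1 fell 4.13-fold, at -2.05. In each of these 7 genes the MT and MB arrays did not overlap (exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 arrays allow). Nrde2 changed least of the genes drawn as regulated. Its log2 fold change was -0.32 (SE 0.084, adjusted p = 0.005 from limma), from 8.21 ± 0.18 in MB to 7.89 ± 0.13 in MT (SD, n = 5 each), and its groups overlapped.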

The ten genes of the differentiation system included myogenic-specific genes (*Mef2c*, *Myom2*, *Obscn, Tpm3*) and genes unrelated to myogenesis (*Birc5*, *Brca1, Coro1c*, *Nrde2, Slc19a2*, *Ttk*) according to the gene ontology classification. In addition to *Birc5*, *Brca1,Myom2* and *Ttk* shared by both systems (Fig. 1c; names in bold font and chromosomal location highlighted), *Bdnf*, *Cdc20*, *Col6a2* and *Prl7c1* were analyzed in the ectopic MeCP2 expression system and considered to be genes unrelated to the differentiation program. 

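Bdnf, which encodes a neurotrophin, rose in high MeCP2 cells and Col6a2, a collagen VI chain, fell. Bdnf stood at 8.63 ± 0.16 in high and 7.54 ± 0.17 in low MeCP2 cells on the log2 scale (SD, n = 5 each), a log2 fold change of 1.09 (SE 0.10, adjusted p = 8.53e-05 from limma). Its other probe set had one of 0.83. Col6a2 stood at 8.26 ± 0.14 against 8.87 ± 0.070 (SD, n = 5 each), a log2 fold change of -0.61 (SE 0.083, adjusted p = 0.00104 from limma). Prl7c1, a placental prolactin family gene, stood at 5.86 ± 0.24 against 5.79 ± 0.095 (SD, n = 5 each), below the array medians. Its only probe set had a log2 fold change of 0.069 (SE 0.11, adjusted p = 0.712 from limma). Of 18 measured prolactin family genes, 0 passed limma in this comparison, 0 at an unadjusted p under 0.05 and 0 by the methods' t-test (0 adjusted over the list alone). In MT versus MB, 2 were lower (0 over the list alone).
The genes chosen for the ectopic system also changed on differentiation, apart from Prl7c1. In MT versus MB, Cdc20 fell, Col6a2 had a log2 fold change of 3.22 (SE 0.056, adjusted p = 1.42e-16 from limma) and Bdnf one of -1.19 (SE 0.055, adjusted p = 1.34e-11 from limma), to a level below the array medians, while Prl7c1 had one of -0.028 (adjusted p = 0.827 from limma). The other probe set of Bdnf had a smaller log2 fold change in MT versus MB, -0.28 (adjusted p = 0.00296 from limma), and its groups overlapped. Bdnf and Col6a2 thus changed in opposite directions in the 2 systems, and the interaction of the systems was past the threshold for both (adjusted p = 3.67e-13 and 1.48e-18 from limma). Slc19a2, chosen as an unchanged gene of the differentiation system, rose in high MeCP2 cells by 1.72 (SE 0.17, adjusted p = 1.06e-04 from limma), by another of its probe sets. The change of the shared genes Myom2, Ttk and Birc5 differed between the systems (adjusted p of the interaction 1.66e-16, 1.06e-13 and 3.61e-15 from limma). For Brca1 it did with the probe set taken in the differentiation system (adjusted p = 3.06e-13 from limma) and not with the one taken in the ectopic system (adjusted p = 0.634 from limma). The latter lay below the array medians in every group.

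**Figure D2:**
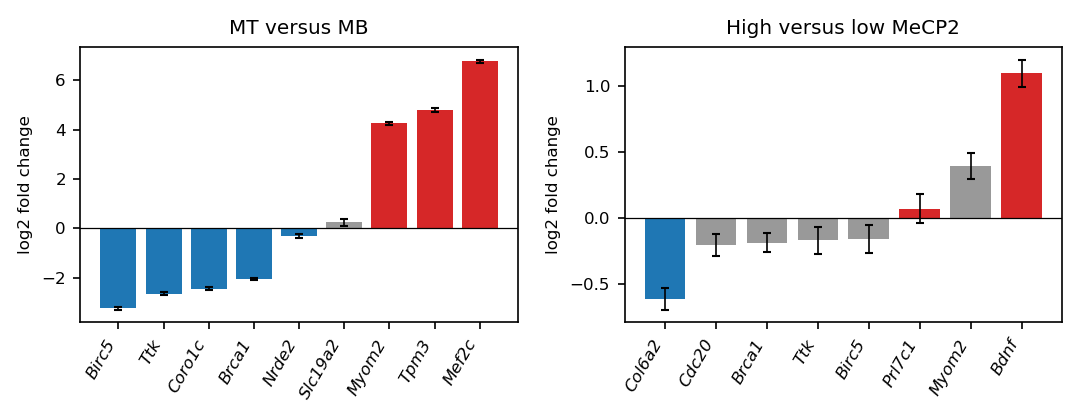
log2 fold change of the selected genes in MT versus MB (left) and in high versus low MeCP2 cells (right). Error bars are the standard error from limma (5 arrays per group), and colours give the arrow of Fig. 1c, with red for up, blue for down and grey for horizontal. The vertical scales differ: the changes reach 6.77 on the left and 1.09 on the right.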

Figure 1c summarizes: (1) selected genes’ full name and abbreviation for each system as well as genes selected in both systems; (2) their chromosomal location; (3) their change in gene expression upon differentiation and ectopic MeCP2 expression.

For each system and condition (i.e., MB or MT, low or high MeCP2) 3D FISH experiments were performed and at least 47 nuclei were analyzed. Using our previously developed 3D distance measurement tool [33], we measured the gene loci–heterochromatin distance (Fig. 2a; Additional file 1: Tables S1–S4). To further analyze and compare 3D distances corrected for morphological differences between conditions, we applied a single nucleus-based normalization algorithm described before [33]. In brief, by simulating 10,000 random points followed by 3D distance measurements toward (1) the nearest chromocenter surface (defined as DAPI dense signals) and (2) the nuclear periphery (defined as edge of the DAPI signal), we generated a background distribution for each analyzed nucleus. In a subsequent step, we normalized the actual gene locus–heterochromatin distances to the same individual cell background distribution generated in the step before. Finally, we correlated gene expression data and normalized 3D distances using a Pearson’s correlation coefficient (R) (Fig. 2a, b).

**Fig. 2:**
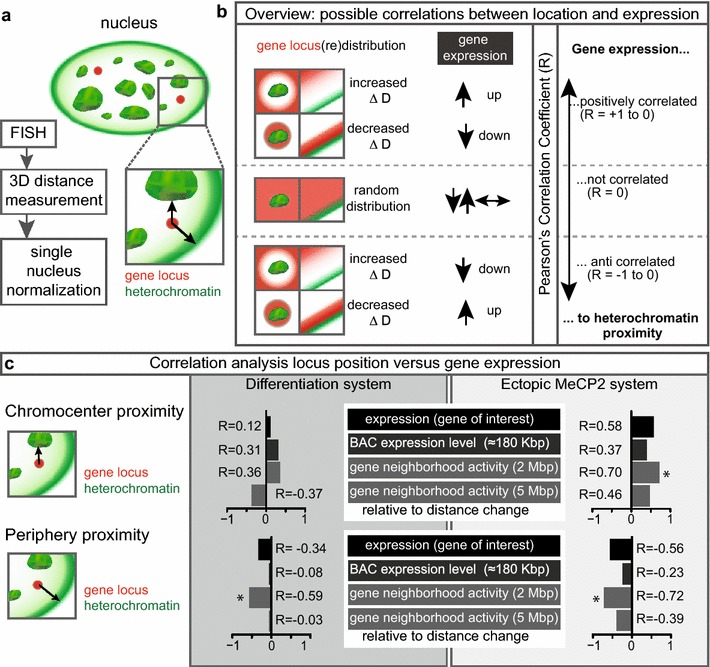
Gene repositioning relative to heterochromatin compartments. **a** Graphical summary of the experimental procedure with gene locus detected by 3D FISH depicted as *red dots* and heterochromatin compartments in *green*. The shortest 3D distances to the constitutive (chromocenters) and peripheral heterochromatin (*black arrows*) were measured and single cell normalized as described in the “Methods”. **b** Rationale and visual explanation of possible Pearson’s correlation coefficients (*R*) relating gene expression changes (up-regulated, down-regulated or no expression change) to changes (Δ) in gene locus proximity to heterochromatin (chromocenters at the *left* and periphery at the *right*). A positive correlation (*R* = 0 to +1) indicates movement to heterochromatin upon down-regulation or vice versa, confirming heterochromatin as a silencing compartment. A negative correlation means that genes move closer to heterochromatin upon up-regulation (or away upon down-regulation). A negative correlation (*R* = 0 to −1) does not support the hypothesis of heterochromatin as a silencing compartment. **c** Results of the correlation analysis of locus repositioning (relative to chromocenters and to the periphery, as indicated) versus changes in gene expression upon differentiation and ectopic MeCP2 expression. Expression changes (during myogenesis and upon ectopic MeCP2 expression) are correlated for mean normalized distances at different scales: gene locus of interest, whole BAC, 2- and 5-Mbp genomic domains centered around the gene of interest. *Significant correlation (*p* < 0.05) (Table 1)

### Gene repositioning to heterochromatin and gene expression

We next tested if there is a correlation between gene expression and gene (re)positioning. As the nuclei undergo large-scale morphological changes during differentiation (Fig. 1a, Additional file 1: Figure S2), it is mandatory to consider those changes and their effect on any gene–heterochromatin distances [33]. Therefore, we first normalized the distances for morphological differences to compensate for nuclear changes in shape and size (Additional file 1: Tables S1–S4; Figures S3–S6).

To evaluate the correlation between normalized 3D distance changes (Additional file 1: Tables S1–S4) and gene expression changes (Additional file 1: Figure S7), we calculated the Pearson’s correlation coefficient that varies between *R* = 1 (positive correlation) and *R* = −1 (anti-correlation). A large variation within the data set results in a Pearson’s correlation coefficient of *R* = 0 or values close to 0 (no correlation). Hence, if up-regulated genes increased their gene–heterochromatin distance and down-regulated genes move closer to the heterochromatin, movement and gene expression levels would be correlated and yield values close to *R* = 1 (Fig. 2b). If, on the other hand, up-regulated genes decreased their gene–heterochromatin distance and down-regulated genes move away from the heterochromatin, movement and gene expression levels would be anti-correlated and yield values close to *R* = −1 (Fig. 2b). If a gene locus did not significantly change its location upon a change in expression or vice versa, this would result in *R* = 0 (Fig. 2b).

In the differentiation system and ectopic MeCP2 expression systems, for relations between gene expression change and change of gene–chromocenter distance, we obtained weak to moderate positive correlation values of *R* = 0.12 (*p* = 0.37) and *R* = 0.58 (*p* = 0.07), respectively (Fig. 2c; Table 1). Although these correlations may have biological relevance, they are statistically nonsignificant. 

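Around the selected genes, neighbours rose and fell side by side on differentiation. Of 259 other genes measured within the 2-Mbp windows of 9 selected genes, 94 had a probe set that was higher in MT and 76 one that was lower, by limma with adjustment over all probe sets. Over all 45037 probe sets, 9032 were higher in MT and 9793 lower. A neighbour was counted if any of its probe sets passed, so these shares cannot be compared directly. The counts thus cannot show whether the windows differ from the rest of the genome. Next to Birc5, the thymidine kinase gene Tk1 fell with it, 5.67-fold, while the cytokine signalling inhibitor Socs3 rose by 1.26. Next to Ttk, which fell, the branched-chain dehydrogenase subunit Bckdhb rose by 2.09, from a level below the array medians, and the chromatin protein Hmgn3 fell by 0.80. Next to Brca1, Fam171a2 rose by 3.45 and the transcription factor Stat3 by 1.54, while Psmc3ip, which acts in meiotic recombination, fell by 1.24. Next to Tpm3, the cell cycle gene Cks1b fell by 2.60 and Pbxip1 rose by 1.84. Among the 5 measured neighbours of Mef2c, Tmem161b was the one that passed the test, with a rise of 0.94. Around the genes of the ectopic system, 19 of 219 neighbours were higher in high MeCP2 cells and 11 lower. Over all 45037 probe sets, 2310 were higher and 526 lower, shares that again cannot be compared directly. Next to Bdnf, Mettl15 rose by 1.02 (adjusted p = 0.0483 from limma). The neighbours named for each window are those with the smallest adjusted p among the higher or the lower ones, chosen after their values were seen.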

The fact that genes in the neighborhood may have a different expression level than the locus selected (see Additional file 1: Figures S7, S8) may constrain the movement of the locus itself. Therefore, we further considered the gene activity within the genomic neighborhood. We calculated the average gene activity within the whole BAC used as a probe as well as in 2- and 5-Mbp neighborhoods centered around the target gene (1 and 2.5 Mbp up- and downstream; see Additional file 1: Tables S5, S6). 

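The mean over a window followed the selected gene in some neighborhoods and not in others. The values of all named probe sets in a window were averaged on each array, and the 5 arrays of each group were compared by an exact permutation test, two-sided, with adjustment over the windows of a system. In the differentiation system, the 2-Mbp window around Mef2c, with 14 probe sets, rose by 2.01 on the log2 scale, from 4.88 ± 0.028 to 6.89 ± 0.041 (SD, n = 5 each). The window around Myom2, with 21 probe sets, rose by 0.90. Without the probe sets of the gene itself, the rise was 0.11 around Mef2c and 0.42 around Myom2. The window around Ttk fell by 0.37 with the gene and by 0.26 without it. Around Brca1, which fell, the window of 151 probe sets rose by 0.14. Around Coro1c the window fell by 0.062, and without the gene its value was 0.021 (adjusted p = 0.278, exact permutation test). These 5 of 9 windows passed, each at p = 0.00794 and adjusted p = 0.0143 from the exact permutation test. The window around Coro1c no longer passed with 1 probe set per gene, that of largest change or of highest mean (adjusted p = 0.259 and 0.223, exact permutation test), or without MB replicate 3 or 5 (adjusted p = 0.0571 for both, exact permutation test). The windows around Slc19a2, Birc5, Nrde2 and Tpm3 had values of 0.045, 0.034, 0.020 and 0.011 and did not pass. With the 20 arrays normalized to a common distribution those around Slc19a2 (0.050) and Birc5 (0.043) did, each at adjusted p = 0.0306 from the exact permutation test. That around Slc19a2 also passed with the probe set of largest change per gene (0.072) and without MT replicate 5 (0.057), that around Birc5 without MT replicate 3 (0.043) and that around Nrde2 without MB replicate 1 (0.029). With 1 probe set per gene the window around Birc5 turned lower, at -0.056 with that of largest change and -0.078 with that of highest mean (adjusted p = 0.0476 and 0.0143, exact permutation test), and that around Tpm3 did with that of highest mean, at -0.065 (adjusted p = 0.0238, exact permutation test). Without the gene itself, the window around Birc5, which fell, was higher by 0.093 (adjusted p = 0.0143, exact permutation test) and that around Tpm3, which rose, was lower, at -0.053 (adjusted p = 0.0238, exact permutation test). The sign of the window was that of the gene in 6 of 9 cases, and in 4 of 9 without the gene.
In the ectopic system 0 of 8 windows passed, and 2 had an unadjusted p under 0.05 in the exact permutation test. The window around Bdnf, higher by 0.30 in high MeCP2 cells, had the smallest p that 5 against 5 arrays allow (p = 0.00794, adjusted p = 0.0635, exact permutation test), so that over 8 windows no window could pass on its own, at 2 or at 5 Mbp. The window around Birc5 was lower, at -0.070 (p = 0.0159, adjusted p = 0.0635, exact permutation test). With the 20 arrays normalized to a common distribution, the windows around Bdnf (0.27), Birc5 (-0.13), Col6a2 (-0.095) and Cdc20 (-0.057) passed, each at adjusted p = 0.0317 from the exact permutation test, and so did that around Brca1, which turned lower, at -0.033 (adjusted p = 0.0381, exact permutation test). With the probe set of largest change per gene those around Bdnf (0.41), Birc5 (-0.098) and Col6a2 (-0.099) did, without low MeCP2 replicate 3 those around Bdnf (0.33), Birc5 (-0.077) and Col6a2 (-0.058), and with each array centred on its median those around Bdnf (0.34) and Myom2 (0.069). The other windows of this system lay between -0.052 (Prl7c1) and 0.061 (Ttk). Over 5 Mbp, 6 of 9 windows passed in the differentiation system and 0 of 8 in the ectopic system, and the rise around Mef2c was 0.63. As the activity around a locus can differ from that of the gene selected, the paper proposes that the neighborhood may constrain the movement of the locus, and it related its average to the distances.

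**Figure D3:**
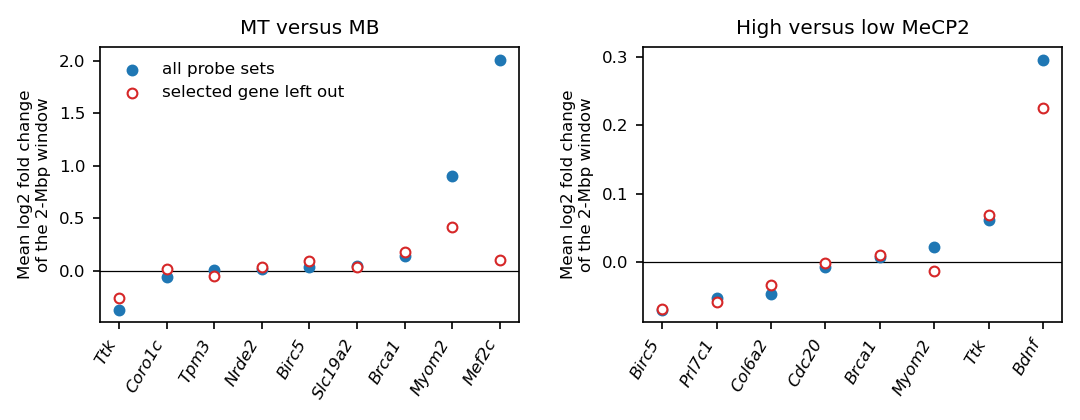
Mean log2 fold change of the 2-Mbp window around each selected gene in MT versus MB (left) and in high versus low MeCP2 cells (right), over all probe sets (filled) and with the selected gene left out (open). Each point is a difference of means over 5 arrays per group, and no error is drawn. The vertical scales differ, and the window around Mef2c falls from 2.01 to 0.11 when the gene is left out.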

Even if considering the average gene expression change of the whole neighborhood at the different scales, we observed no significant correlation between gene activity and gene–chromocenter distance except for measurements considering the 2-Mbp genomic region (Fig. 2c). The latter yielded significant (*p* = 0.03) correlation (*R* = 0.7) within the ectopic MeCP2 expression system (Fig. 2c; Table 1). Indeed, at all scales (gene of interest to 5 Mbp), there was a general tendency—though mostly not statistically significant—to positive correlation between gene expression change and proximity to chromocenters. Therefore, we conclude that gene activity is mostly not related to proximity or positional changes toward constitutive heterochromatin. Studies of gene silencing and localization to chromocenters have yielded inhomogenous outcomes. Some studies indicated gene silencing correlated with chromocenter proximity (e.g., [8]), whereas others showed either no correlation or negative correlation (e.g., [43]). Most differences have been attributed to either the cell type or species, or the particular gene loci studied. Our data would favor a scenario compatible with gene silencing being not determined by proximity to constitutive heterochromatin. Nonetheless, weak to moderate non-statistically significant correlation could still have biological consequences.

**Table 1:** Pearson’s correlation analysis of locus position and gene expression

Condition		Lower CI	Upper CI	*R*	*p* value
(A) Gene of interest					
Differentiation	Locus–periphery	−1	0.2587	−0.3425	0.1663
	Locus–chromocenter	−0.4619	1	0.121	0.3692
Ectopic	Locus–periphery	−1	0.1083	−0.556	0.07627
	Locus–chromocenter	−0.0698	1	0.582	0.06501
(B) BAC (≈180 kbp)					
Differentiation	Locus–periphery	*−1*	0.4907	−0.085	0.4082
	Locus–chromocenter	−0.2949	*1*	0.307	0.1937
Ectopic	Locus–periphery	−1	0.3716	−0.227	0.2638
	Locus–chromocenter	−0.2237	1	0.375	0.1429
(C) 2-Mbp region					
Differentiation	Locus–periphery	*−1*	−0.0516	−0.587	0.0372
	Locus–chromocenter	−0.2413	*1*	0.359	0.1543
Ectopic	Locus–periphery	−1	−0.1764	−0.723	0.0214
	Locus–chromocenter	0.1386	1	0.704	0.0257
(D) 5-Mbp region					
Differentiation	Locus–periphery	*−1*	0.2243	−0.374	0.1433
	Locus–chromocenter	*−1*	0.5311	−0.030	0.4672
Ectopic	Locus–periphery	−1	0.317	−0.386	0.1724
	Locus–chromocenter	−0.0235	1	0.459	0.1261

Differentiation and ectopic MeCP2 systems were analyzed relating normalized locus positions and maximum gene expression values (see Fig. 2). Different region sizes were analyzed: (A) single gene level; (B) BAC level, corresponding to an average of 180 kbp; (C) genomic 2-Mbp window; (D) genomic 5-Mbp window. Pearson’s coefficients (*R*) are given together with upper and lower confidence intervals (CI) and *p* values for each condition as indicated

Next, we analyzed a putative relation of gene activity and proximity to heterochromatin at the nuclear periphery. In contrast to the tendency to have positive correlation in the previous setting, we found only anti-correlation. Using the normalized distances and expression changes, we calculated a correlation coefficient of *R* = −0.34 (*p* = 0.17) and *R* = −0.56 (*p* = 0.08) for differentiation and ectopic MeCP2 expression system, respectively (Fig. 2c; Table 1). This negative, albeit non-statistically significant, correlation indicates that up-regulated genes are repositioned closer to the periphery, whereas down-regulated genes are farther away from the periphery. To exclude neighborhood effects, we correlated the surrounding gene activity as above with repositioning and obtained again negative correlations (Fig. 2c). We found only significant anti-correlation (*R* = −0.59, *p* = 0.04 and *R* = −0.72, *p* = 0.02 for differentiation and ectopic MeCP2 expression system, respectively) within the 2-Mbp genomic region (Fig. 2c; Table 1). Therefore, we conclude that gene activity is unexpectedly associated with proximity or positional changes toward peripheral heterochromatin. This outcome differs from previous reports, e.g., analyzing immunoglobulin genes during development of mouse lymphocytes [44], but agrees with other reports describing the opposite (e.g., [45]). In fact, the same gene in human and mouse cells have been shown to differ concerning nuclear localization and expression state [46, 47]. Our data support the concept that gene activity is correlated with proximity to the nuclear periphery and does not agree with the more established concept of nuclear periphery as a silencing compartment.

In view of these results, mouse heterochromatin may not be considered as a general silencing compartment for single genes or their genomic neighborhoods. While gene–chromocenters distance did correlate with gene regulation, nuclear periphery proximity was anti-correlated (Fig. 2c). Interestingly, Blobel [48] suggested already in 1985 a spatial correlation of active genes and nuclear pores. This theory was dubbed the “gene-gating hypothesis” and stated that active genes would be close to nuclear pores to facilitate efficient transport of their mRNA out of the nucleus. Recent results in yeast point to the same mechanism (also reviewed in [49–51]). Since our data do not allow for discrimination between lamina and nuclear pore association, this might explain our observation in that the up-regulated genes could move toward the nuclear pores. However, we cannot exclude that other additional factors might be able to overrule the simple correlation between gene expression and heterochromatin distance and influence gene positioning within the nucleus.

### Gene position within the nucleus is not random and is determined by RIDGE properties

To test if our results were not reflecting mere random gene positioning within the nucleus in general, we calculated a random distribution. Random points were uniformly simulated throughout the 3D nucleus and distance measurements were performed as previously described. The acquired simulated data wére collected. Normalized distances were binned in 0.25 steps and their relative frequency was calculated. Next, to test for divergence from a random distribution (i.e., relative frequency of 25 % for each bin) the Chi-square value was calculated (Additional file 1: Table S7). From all experimental measurements, only 8 % showed a random distribution (Additional file 1: Table S7, gray shading). These results emphasize that genes are not randomly positioned within the nucleus, but according to specific properties.

To determine whether and which other factors might influence gene positioning and potentially overrule positional changes due to gene expression, we investigated the role of different genomic features. 

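The number of genes differs widely between the neighborhoods of the selected genes. In the RefSeq annotation of GRCm38, the 2-Mbp window around Mef2c holds 2 protein-coding genes, against 83 around Brca1. Myom2 and Ttk have 6 and 7 protein-coding genes in their windows and Bdnf and Nrde2 10 and 15. Slc19a2 has 21, Prl7c1 23, Birc5 27, Coro1c 37, Col6a2 41, Cdc20 51 and Tpm3 70. Within 5 Mbp the numbers run from 10 around Mef2c to 195 around Brca1. Genes of both strands and any overlap with the window were counted. CpG islands, GC content, SINE and LINE density were not analysed here.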

We considered the following genomic properties within a 2- and 5-Mbp neighborhood surrounding the gene: (1) gene density (number of genes), (2) number of CpG islands, (3) % GC content (fraction of GC within the sequence), (4) density of short interspersed nuclear elements (SINE) (percentage of covered sequence) and (5) density of long interspersed nuclear elements (LINE) (percentage of covered sequence). The genomic properties were summarized for the differentiation system (Additional file 1: Table S5) and for ectopic MeCP2-expressing cells (Additional file 1: Table S6), for a core neighborhood spanning 2 Mbp and for an extended 5-Mbp neighborhood. As we obtained similar results for both, 2- and 5-Mbp ranges, we concentrated on the 2-Mbp window neighborhood for further evaluation. Furthermore, in the previous analysis, only the 2-Mbp region gave statistically significant outcomes (Fig. 2c; Table 1).

Concerning the selected genomic features, CpG islands were defined as regions with a minimal length of 500 bp, a GC content of 50 % or above and an observed CpG/expected CpG ratio of 0.60 or higher [52]. CpG islands are associated with 70 % of all gene promoters in vertebrate genomes [53]. Hence, high numbers of CpG islands could serve as indicators for active gene transcription and their occurrence might correlate with greater distances to potentially repressive compartments such as chromocenters and the nuclear periphery. The additional monitored retroposons, including LINEs and SINEs, are distributed throughout the mouse genome (37 %) [54] and originally considered to be “junk DNA”. However, already in the 1960s, it has been suggested that noncoding RNAs might be regulators of gene transcription [55, 56] and more recent studies provided evidence for a functional role of noncoding RNA transcribed from heterochromatin [57].

The combination of the above-mentioned genomic features serves as a marker for regions of increased gene expression (RIDGEs) [58]. RIDGEs contain housekeeping genes which are broadly expressed in all tissues [59] and on the linear genome. RIDGEs alternate with anti-RIDGES. They are defined as regions with high gene density, high GC content, high percentage of CpG islands, high numbers of SINEs and low numbers of LINEs, while anti-RIDGES are defined by the exact opposite. Therefore, we could use these selected genomic properties as marker for RIDGEs in a defined neighborhood to elucidate positioning of these regions relative to heterochromatin during differentiation and ectopic MeCP2 expression (Fig. 3).

**Fig. 3:**
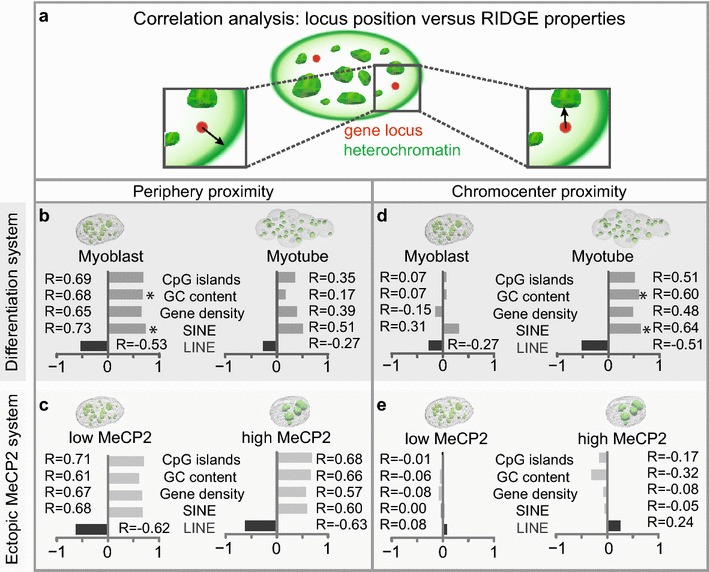
RIDGE properties determine gene position. **a** Schematic representation of the gene locus distance measurements to chromocenters (*right*) and nuclear periphery (*left*). **b**–**e** Results of the correlation analysis of locus position versus RIDGE (*light gray bars*) as well as anti-RIDGE (*dark gray bars*) properties upon differentiation and ectopic MeCP2 expression, as indicated. *Significant correlation (*p* < 0.05) (Table 2)

In contrast to gene transcription, these are genomic features and, hence, do not change during differentiation. Therefore, gene locus position rather than repositioning was considered in each biological condition (Additional file 1: Tables S1–S4). Next, we correlated gene–periphery as well as gene–chromocenter distances with each of these genomic properties (Fig. 3b–e; Table 2). Positive correlation was defined as genomic regions with high RIDGE properties correlating with larger distances to heterochromatin (chromocenters and nuclear periphery) and vice versa.

**Table 2:** Pearson’s correlation analysis of RIDGE properties versus normalized mean distances

				Lower CI	Upper CI	*R*	*p* value
(A) Differentiation system							
Locus–periphery	Myoblast (MB)	RIDGE	Number of CpG islands	−1	0.900	0.692	0.987
			% GC content	0.204	1	0.680	0.015
			Genes within region	−1	0.884	0.648	0.979
			% SINE	0.307	1	0.735	0.008
			*% LINE*	*−1*	*0.030*	*−0.531*	*0.057*
	Myotube (MT)	RIDGE	Number of CpG islands	−0.248	1	0.352	0.159
			% GC content	−0.425	1	0.167	0.322
			Genes within region	−0.206	1	0.391	0.132
			% SINE	−0.060	1	0.509	0.066
			*% LINE*	*−1*	*1*	*−0.271*	*0.224*
Locus–chromocenter	Myoblast (MB)	RIDGE	Number of CpG islands	−0.502	1	0.070	0.424
			% GC content	−0.501	1	0.071	0.423
			Genes within region	−0.645	1	−0.145	0.655
			% SINE	−0.290	1	0.312	0.190
			*% LINE*	*−1*	*0.329*	*−0.273*	*0.223*
	Myotube (MT)	RIDGE	Number of CpG islands	−0.059	1	0.510	0.066
			% GC content	0.071	1	0.600	0.033
			Genes within region	−0.105	1	0.475	0.083
			% SINE	0.128	1	0.635	0.024
			*% LINE*	*−1*	*0.054*	*−0.514*	*0.064*
(B) Ectopic system							
Locus–periphery	Low MeCP2 level	RIDGE	Number of CpG islands	−1	0.925	0.709	0.975
			% GC content	−1	0.894	0.609	0.946
			Genes within region	−1	0.913	0.668	0.965
			% SINE	−1	0.916	0.680	0.965
			*% LINE*	*−0.899*	*1*	*−0.624*	*0.951*
	High MeCP2 level	RIDGE	Number of CpG islands	−1	0.917	0.683	0.969
			% GC content	−1	0.911	0.663	0.964
			Genes within region	−1	0.883	0.575	0.932
			% SINE	−1	0.891	0.597	0.941
			*% LINE*	*−0.899*	*1*	*−0.626*	*0.952*
Locus–chromocenter	Low MeCP2 level	RIDGE	Number of CpG islands	−0.634	1	−0.012	0.512
			% GC content	−0.662	1	−0.060	0.556
			Genes within region	−0.670	1	−0.075	0.570
			% SINE	−0.628	1	−0.002	0.502
			*% LINE*	*−1*	*0.672*	*0.079*	*0.573*
	High MeCP2 level	RIDGE	Number of CpG islands	−0.717	1	−0.165	0.652
			% GC content	−0.788	1	−0.318	0.779
			Genes within region	−0.673	1	−0.081	0.576
			% SINE	−0.658	1	−0.053	0.550
			*% LINE*	*−1*	*0.755*	*0.244*	*0.720*

Overview of Pearson’s correlation analysis in the differentiation (A) and ectopic MeCP2 system (B) (Fig. 3). For a 2-Mbp window around the gene of interest, the normalized mean distances toward the indicated heterochromatin compartment were correlated to RIDGE and anti-RIDGE properties. RIDGE properties include: number of CpG island, % of GC content, number of genes within the region and % of SINEs; % of LINES (italics) are defined as anti-RIDGES. For each correlation *p* values, upper and lower confidences were calculated

The outcome of the analysis of locus distances to the periphery are given in Fig. 3 and all numerical values are listed in Table 2. In myoblast and myotubes, we observed a positive correlation of the gene’s location with the number of CpG islands, GC content, gene density and SINEs (i.e., RIDGE properties), whereas we observed an anti-correlation with LINEs (i.e., anti-RIDGE property; Fig. 3b; Table 2). To determine whether RIDGE exclusion from the nuclear periphery is an artifact of chromatin reorganization, we compared these results to the ones in cells transiently expressing MeCP2, which mimics only the architectural chromatin remodeling during differentiation. The latter revealed the same pattern of correlations (Fig. 3c; Table 2), emphasizing that RIDGE exclusion from the nuclear periphery is a general feature and not due to cellular differentiation.

Performing the same correlation analysis for chromocenter proximities resulted in a very different outcome (Fig. 3d, e; Table 2). Distances to chromocenters in myoblasts showed no correlation, while we were able to observe an exclusion of RIDGEs from chromocenters in myotubes (Fig. 3d). This difference in myoblasts and myotubes hints at a differentiation-specific role. To exclude that heterochromatin remodeling plays a role, we used the MeCP2-expressing cells as a control. Interestingly, high and low MeCP2-expressing cells exhibited the same general lack of correlation with genomic properties as observed in myoblasts (Fig. 3e). However, only the differentiation system, for some conditions and genomic features, showed statistically significant positive correlations (Fig. 3b, d; Table 2).

We conclude that RIDGEs are excluded from peripheral heterochromatin in general and from chromocenters in differentiated myotubes. It would be interesting to address in the future whether RIDGE exclusion from heterochromatin during differentiation could be a mechanism to safeguard the activity of differentiation-specific genes. Our outcome is in agreement with hybridization results using LINE and SINE elements in mouse tissue and mouse fibroblasts [15], which clearly show SINE sequences within the interior lined by LINE elements at the periphery of the nucleus.

## Conclusion

Taken together, our genome-wide analyses underline that genes are positioned in a nonrandom pattern throughout the nucleus. We could establish that the proximity of genes to heterochromatin cannot generally be equated with gene silencing. In fact, gene activity rather than silencing is associated with proximity toward peripheral heterochromatin. However, we found a general exclusion of genomic regions with RIDGE properties from peripheral heterochromatin. Remarkably, this exclusion is differentiation independent with regard to the nuclear periphery, but not so relative to constitutive heterochromatin. One should consider that the name RIDGE, albeit implying potential for gene expression, is based on immutable hardwire DNA features, which do not imply gene expression in a particular cellular system. The latter is dependent on the cellular system and influenced by a variety of factors, e.g., differentiation, cell cycle, metabolic state, aging and stress. In summary, the nonrandom position of genes in the nucleus is based on their genomic context, which overrules the influence of the individual gene expression. Future studies should aim to elucidate the evolutionary conservation of gene positioning, its dependence on the genomic context and its pathophysiological relevance.

## Methods

### Cell culture and differentiation

Pmi 28 mouse myoblasts [34, 35] were cultured and differentiated into myotubes as described previously [18]. Briefly, for differentiation, 8 × 10^5^ myoblast cells were seeded on 100 mm Ø dishes and cultured for 4–7 days until the formation of large polynucleated myotubes became visible (details are provided in the Additional file 1: Figure S1). For subsequent 3D fluorescence in situ hybridization (FISH) experiments, cells were plated onto sterile glass cover slides and treated as described below.

### Transfection, FACSorting, RNA preparation and cDNA synthesis

Pmi 28 myoblasts were transfected with a mammalian expression construct coding for YFP-tagged rat MeCP2 [18] either using Transfectin reagent (Bio Rad, München, Germany) or by nucleofection using the Amaxa Kit V solution and program B32 (Lonza, Köln, Germany), both according to the manufacturers’ advice. After standard cultivation overnight, transfected cells were washed twice in PBS-EDTA and detached by standard trypsin treatment. Subsequently, the resulting cell suspension was gently pelleted at 200 × g for 3 min and pellets were resuspended in sterile PBS for FACSorting.

Cells were sorted using the FACS Aria I (Becton–Dickinson, Franklin Lakes, NJ, USA) by gating the fluorescent intensity into high (fluorescent intensity mean 322, hereafter termed R4) and low (fluorescent intensity mean 247, hereafter termed R5) MeCP2-expressing fractions, making up 8 or 25 % of all cells, respectively.

RNA was then prepared from all four conditions (myoblasts/myotubes, low/high MeCP2-expressing cells) and used for cDNA synthesis. For total RNA preparation, pellets with 6.5 × 10^5^ to 1.7 × 10^6^ cells were treated with TRIzol reagent (Invitrogen, Paisley PA4 9RF, UK) and the RNAeasy Mini kit (Qiagen, Valencia, CA 91355, USA) according to the manufacturers’ advice.

Depending on the total RNA yield, double-stranded cDNA was either synthesized using the One-Cycle cDNA Synthesis kit (Roche, Mannheim, Germany; yield 1–20 µg/µl) or the Two-Cycle kit (Invitrogen, Paisley PA4 9RF, UK; yield 10–100 ng/µl) following the manufacturers’ advice.

### Microarray analysis

The resulting cDNA was hybridized to the Affymetrix mouse 430 2.0 microarray, carrying 45,101 3′ probe sets per array. The data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE69087 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE69087). For each sample set (undifferentiated MB, differentiated MT, high [R4] and low [R5] MeCP2-expressing cells), five independent experiments were performed. The quality of the hybridization and overall microarray performance was determined by visual inspection of the raw scanned data to exclude artifacts, scratches and bubbles. Further quality controls were performed using the GeneChip^®^ Operating Software report file (details given in the Additional file 1: Table S8). In particular, the statistics of the following parameters were checked: 3′/5′ signal ratio of GAPDH and β-actin, assay background and noise, and proportion and average expression value of detected genes. 

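The 3' and 5' probe sets for Gapdh and actin differed between sorted and unsorted cells. The log2 signal at the 3' end of Gapdh minus that at the 5' end was 0.002 to 0.048 on the MB arrays and -0.094 to -0.016 on the MT arrays. On the high and low MeCP2 arrays it was 1.61 to 1.76 and 1.64 to 1.78. For actin the difference was 0.18 to 0.27 on the unsorted and 0.94 to 1.23 on the sorted arrays (n = 10 each). High and low MeCP2 arrays overlapped in both measures. Among the genes often used as controls, Actb was lower in MT by its brighter probe set, with a log2 fold change of -0.29 (adjusted p = 1.25e-04 from limma), and its other probe set had one of 0.30. In high versus low MeCP2 cells it had one of -0.072 (adjusted p = 0.487 from limma). Gapdh had no probe set with 1 symbol here.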

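The deposited values show how far the arrays of each set share a distribution. With the values of each array sorted, the largest difference between arrays at any rank was 0.10 among the MB arrays, 0.14 among the MT arrays and 0.30 among both the high and the low MeCP2 arrays. Over all 20 arrays it was 0.50. The SD over probe sets was 2.08 to 2.11 on the unsorted arrays, 2.03 to 2.11 on the high MeCP2 arrays and 1.91 to 2.03 on the low MeCP2 arrays, with the lowest values, 1.96 and 1.91, on low MeCP2 replicates 1 and 2. The mean correlation of an array with the others of its group was 0.995 to 0.998 in MB and MT, 0.993 to 0.995 in high and 0.981 to 0.990 in low MeCP2 cells.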

For each set, arrays were normalized individually, using a log-scale robust multi-array analysis (RMA), providing a consistent estimate of fold changes [60]. Additionally, a Nalimov test was performed to exclude outliers from further analysis (threshold: p = 0.001). Mean and standard deviation of the antilog RMA values were calculated and subsequently fold changes obtained. Next, an ANOVA test was performed over all sample sets as well as unpaired Student’s *t* tests over pairs of sets. Only genes exhibiting fold changes of high statistical significance (*p* ≤ 4 × 10^−6^) were chosen for further analysis.

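At an unadjusted p of 4e-06 or less, limma called 8801 probe sets in MT versus MB, 4182 higher and 4619 lower. Between high and low MeCP2 cells it called 201, 177 higher and 24 lower. The methods' t-test called 4927 and 44 at that threshold on the log2 values, and 4552 and 43 on the antilog values. After Benjamini-Hochberg adjustment on the log2 values, it called 1113 probe sets in high versus low MeCP2 cells. Of the selected genes, Mef2c, Tpm3, Myom2, Birc5, Ttk, Coro1c and Brca1 lay below this threshold in MT versus MB by both tests. Nrde2 lay above it by both. In the ectopic system, Bdnf lay below it by limma and above it by the methods' t-test. Col6a2 lay above it by both.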

### Bacterial artificial chromosomes and their gene expression analysis

Bacterial artificial chromosomes (BACs) were obtained from BAC-PAC resource center (Oakland, CA, USA, http://bacpac.chori.org) and used to generate biotin-dUTP-labeled DNA probes for 3D FISH.

**Table:** 

Gene name	BAC number
Baculoviral IAP repeat-containing 5	RP23-220P14
Breast cancer 1	RP23-222H10
Ttk protein kinase	RP24-211B11
Nrde2	RP24-117A2
Obscurin	RP23-113H6
Myocyte enhancer factor 2C	RP23-205E14
Tropomyosin 3, gamma	RP23-163L22
Procollagen, type VI, alpha 2	RP23-27P21
Prl7c1	RP23-155I17
Coronin, actin-binding protein 1C	RP24-156M14
Brain-derived neurotrophic factor	RP24-310A6
Myomesin 2	RP24-244I21
Solute carrier family 19 (thiamine transporter), member 2	RP24-158B1
Cdc20 like	RP23-118J14

Affymetrix gene expression analysis and translation to genomic coordinates were done on the basis of the Affymetrix 430.2 mouse annotation set (NetAffx version 35 based on the mouse reference genome assembly mm10). Annotated transcripts overlapping with the selected BACs according to their genomic coordinates (obtained from NCBI Map Viewer version 38; http://www.ncbi.nlm.nih.gov/projects/mapview/) were extracted from the obtained Affymetrix data. If multiple Affymetrix probe sets were linked to the same transcript, the maximally regulated transcript was chosen. Also, the percentage of overlap for each transcript with the BAC probe was calculated based on the genomic coordinates of NetAffx version 35 and the percentage of the BAC length that is covered by the corresponding transcript.

### DNA probes and (immuno) fluorescence in situ hybridization

Biotin-dUTP (Amersham, Buckinghamshire, UK)-labeled DNA probes were generated by nick translation using 2 µg BAC DNA and purified by sodium acetate/alcohol precipitation following standard protocols. Probes were finally resuspended to an approximate end concentration of 50 ng/µl in hybridization solution, containing 50 % formamide, 2xSSC (saline sodium citrate) buffer (pH 7.0) and 10 % dextran sulfate. In parallel to probe preparation, cells used for FISH experiments were fixed in 4 % paraformaldehyde in PBS (EM grade, Electron Microscopy Science, USA) for 10 min at 4 °C. Following a brief washing step in PBS, samples were permeabilized using 0.5 % Triton X-100/PBS for 20 min, treated for 10 min with 0.1 M HCl and incubated again in 0.5 % Triton X-100/PBS at room temperature for 20 min.

In case of MeCP2-YFP-expressing cells, the conditions for FISH eradicated the YFP signal and, thus, we performed immuno-FISH with antibodies to the MeCP2 protein [61]. For immuno-FISH experiments, cells were fixed as described and permeabilized in 0.25 % TritonX-100/PBS at 4 °C for 10 min. After incubation in blocking solution containing 4 % BSA (bovine serum albumin; Sigma-Aldrich, Germany) in PBS for 30 min, MeCP2 was detected with anti-MeCP2 antibodies as described previously [61] and visualized with suitable Alexa 488 secondary antibodies (Life Technologies, Germany). Before continuing with the FISH procedure, samples were post-fixed using 1 % paraformaldehyde/PBS for 15 min.

Finally, FISH probes were denatured at 80 °C for 5 min and brought together with pre-treated samples in pre-warmed hybridization chambers. After 5 min incubation at 75 °C, hybridization was performed in sealed chambers at 37 °C overnight. Non-hybridized probe was removed by three washing steps in post-hybridization solution (50 % formamide in 2xSSC) at 45 °C for 10 min and two washing steps in 2xSSC at 45 °C for 5 min. Following 20 min incubation in 4 % BSA/2xSSC blocking solution, hybridized probes were detected with Cy5-conjugated streptavidin (1:200 in 2 % BSA/PBS/0.05 % Tween). Signals were further enhanced by streptavidin–biotin (1:250 in 2 % BSA/PBS/0.05 % Tween) detection followed by another Cy5-conjugated streptavidin detection. Finally, DNA counterstain was performed with 4′,6-diamidino-2-phenylindole (DAPI; 200 ng/ml; Sigma-Aldrich, Germany) and samples were mounted using Vectashield antifade mounting medium (Vector Laboratories, USA).

### Microscopy and image analysis

Confocal optical Z stacks of images (*xyz* voxel size: 80 × 80 × 200 nm) were obtained using a Leica SP5 laser scanning microscope, equipped with 63×/1.4 NA oil immersion objective. Fluorophores were excited with 405 nm (for DAPI detection), 488 nm (for Alexa 488 detection) and 633 nm (for Cy5 detection) laser lines. Imaging acquisition parameters were selected carefully to avoid under- and overexposed pixels, while keeping the imaging conditions constant. Distance measurements and analysis were performed as previously described [33]. Nuclear periphery was defined by the edge of the DAPI signal. Constitutive heterochromatin (chromocenters) was identified using the high-intensity DAPI signals and, in the case of the ectopic MeCP2-expressing cells, by anti-MeCP2 antibody immunofluorescence staining.

### Databases and genomic context analysis

Suitable BACs as well as neighboring genes were identified in the “cytoview” display of the Ensembl Genome Browser (http://www.ensembl.org, [62]). For the 2- and 5-Mbp windows, distances of 1 or 2.5 Mbp were calculated upstream and downstream from the center of each gene.

The gene activity of genomic regions was calculated as the average of all Affymetrix probe sets overlapping with the corresponding genomic regions. The number of genes (gene density) and the number of CpG islands were retrieved from the Ref-genes and CpG entries, respectively, in the genome browser (m38 assembly) overlapping with the corresponding genomic coordinates. GC content (fraction of GC within sequence), LINE and SINE density (percentage of covered sequences) were calculated using the corresponding genomic regions submitted to RepeatMasker (http://www.repeatmasker.org, version open-4.0; [63]).

### Statistics and data visualization

Microarray analyses were performed using Affymetrix GeneChip^®^ Operating Software (GCOS) for quality check, RMA-Express 0.3 for normalization and in-house statistical software for further testing (Nalimov test, ANOVA, *t* tests) and descriptive statistic (details provided in the Additional file 1: Table S8). Data analyses of all other measurements were performed using Excel software (Microsoft Cooperation, USA). The fold change of the selected genes was plotted against the –log base 10 of the *p* value of the *t* test calculated for the fold change by GCOS. 

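The probe sets of one gene did not always change alike. Of the 5 probe sets of Tpm3, a second one rose by 4.51 on the log2 scale in MT versus MB, while the others had log2 fold changes of -0.46, -0.52 and -0.95, each past the threshold. Of the 4 probe sets of Myom2, 3 rose by at least 3.68, and the fourth had a log2 fold change of -0.055 (adjusted p = 0.45 from limma). The smallest of the 4 changes of Coro1c was -0.16, and that of the 4 of Brca1 -0.12. All 5 probe sets of Mef2c rose, with log2 fold changes of at least 4.20 from levels below the array medians. The fourth probe set of Myom2 and those with the smallest changes of Coro1c and Brca1 also lay below the array medians. Slc19a2 had 3 probe sets. In the ectopic system the one taken for the differentiation system had a log2 fold change of 1.67 and the remaining one -0.015.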

If multiple Affymetrix probe sets were present for the same gene, the maximum fold change variant was selected. Volcano plots were generated with R open source software (http://www.r-project.org/; [64]). Plot layouts were further processed with Adobe Illustrator (Adobe Systems Incorporated).

### Correlation analysis

All correlation analysis was performed using R and the Stats Package (version 3.2.0). Single gene expression fold changes were analyzed for correlation to the change (Δ *D*) of gene positioning either toward the chromocenter or the nuclear periphery, based on a confidence level of 0.95 by the Pearson’s correlation coefficient (*R*). The correlation between gene expression fold change of whole BACs and the distance to heterochromatin was calculated as described above, using the cumulative gene expression fold change per BAC. The latter was calculated as the average of maximum gene expression fold changes. For genes partially contained within the corresponding BAC, the expression was adjusted to the gene length overlapping with the BAC. For this purpose, the length of the gene overlapping with the BAC was divided by the total gene length and this fraction multiplied by the expression. Correlation coefficients between the features of the 2- and 5-Mbp genomic environment and the normalized distances to the chromocenter and nuclear periphery were calculated as described above using the normalized distances measured in myotubes, myoblasts, and high and low MeCP2-expressing cells, respectively.

## Additional file

**Additional file 1.** Supplementary information figures and tables.

## Abbreviations

3D: three dimensional
ANOVA: analysis of variance
BAC: bacterial artificial chromosome
BSA: bovine serum albumin
DAPI: 4′,6′-diamidino-2-phenylindole
DAVID: Database of Annotation, Visualization And Integrated Discovery
FACS: fluorescent-activated cell sorting
FISH: fluorescence in situ hybridization
GPE: Gaussian propagation error
LINE: long interspersed nuclear element
MB: myoblast
MT: myotube
PBS: phosphate-buffered saline
PEV: position-effect variegation
RIDGE: regions of increased gene expression
SINE: short interspersed nuclear element
SSC: saline–sodium citrate
YFP: yellow fluorescent protein

How the deposited data were processed for this re-analysis (not part of the article)

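Gene expression was measured on Affymetrix mouse expression arrays in 4 groups of Pmi 28 cells, with 5 arrays each. These were myoblasts (MB), myotubes (MT) after 4 to 7 days of differentiation, and myoblasts transfected with YFP-tagged rat MeCP2 and sorted into high (mean fluorescence 322) and low (mean fluorescence 247) MeCP2 cells. Condition and replicate number of each array came from the sample labels and the methods, which agree on all 20 arrays.

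The authors deposited log2 values for 45101 probe sets per array, made from the scanned intensities by robust multi-array analysis (RMA), which corrects the background, normalizes quantiles and summarizes the probes of a set. The methods name RMA-Express and the submitters' processing notes the Affymetrix Expression Console, with quality checks in GCOS. The methods state that arrays were normalized within each set, and the step was not repeated here, since only its result was used. cDNA was made with a one-cycle or a two-cycle kit, depending on the yield of RNA, and the kit of each array is not given in the sources used here. RMA brings the arrays of a run to a common distribution, so that a shift shared by most genes would be removed, and separate runs can leave differences between sets.

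From the deposited values, 64 control probe sets were left out and 45037 were tested, without a filter on dim probe sets. Gene symbols came from the platform annotation, in which 34945 probe sets had 1 symbol, 932 had several and 9160 were unnamed here. Of the probe sets with 1 symbol, 34741 matched the RefSeq annotation of GRCm38 by gene ID, and 0 symbols had to be updated. Probe sets with several symbols or none entered the counts of probe sets but no gene list or window.

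MT were compared with MB, and high with low MeCP2 cells, by linear models in limma 3.58.1 (R 4.3.3) with moderated variance, each fitted to the 10 arrays compared, and p was adjusted by Benjamini and Hochberg. The threshold was an adjusted p of 0.05. The difference between the systems was tested as an interaction over all 20 arrays. Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated one. Windows of 2 and 5 Mbp centered on each selected gene were averaged over all named probe sets on each array and compared by an exact permutation test, two-sided. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

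The genes named are those that the paper selected, in each comparison the 8 largest rises and 8 largest falls among genes past the threshold whose groups did not overlap, and up to 2 higher and 2 lower members of each list with the smallest adjusted p. Others were chosen after their values were seen, as said beside them. The lists reported as main results (sarcomere, mitosis and DNA replication in MT versus MB, p53 targets in high versus low MeCP2 cells) were picked among the 29 after exploratory fits. The permutation tests of list means, the counts of list members at unadjusted p, the comparison of arrays by level of expression and the tests of gene density adjusted for level were also added after the data had been seen.

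The limma comparisons, camera, the interaction, the order of genes, the rotation test of gene density and the exact permutation test of windows were tested on simulated data, the last 2 after the results were seen. The p of the methods' t-test was checked for 1 simulated probe set in each comparison. With no probe set changed, 0 were called in either comparison. The labels give the arrays of each group the numbers 1 to 5, and sample codes in the labels, which number the arrays differently, are shared by 3 pairs of high and low MeCP2 arrays. The sources used here do not say whether a shared number or code marks a shared culture, sort or day, so the main comparisons used no pairing, and both were tried as a block. Arrays are independent experiments according to the methods. The spread between replicates was larger on the sorted arrays, with a median residual SD of 0.165 against 0.103 for MT and MB, which limits what can be detected there.

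Alternatives were another scaling of the arrays (quantile normalization of all 20 or centring on the median), a filter that kept probe sets above the 40th percentile, the methods' t-test on log2 and on antilog values, an intensity trend in the variance, all 20 arrays in one model, the replicate number as a block, other thresholds, other rules for the probe set of a gene, window sizes and the omission of each array in turn. After the data had been seen, the omission of low MeCP2 replicates 1 and 2 together, array weights and the alternatives of the interaction were added. A change of sign was counted only where at least one of the values was past its threshold, and this rule was set after the values had been seen. Of 4411 values compared, 59 changed sign with neither value past it. Whether a spread had moved was judged against the SD over single arrays of the first group.

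Mecp2, Obscn, BAC-level averages, CpG islands, GC content and repeats, and all distances measured by FISH were not analysed here. Fold changes that the paper shows only in Fig. 1b were read by eye, with a tolerance of 0.1 on the log2 scale that was set after the values had been seen.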

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

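The tests of the 3' to 5' ratios, of the p53 targets without low MeCP2 replicates 1 and 2, of arrays by level of expression and of splits by how many arrays of a group they keep together were chosen after the results were seen.

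Low MeCP2 replicates 1 and 2 lay apart from the other 8 sorted arrays. The tables argue against the distribution of values left by the normalization, since with all 20 arrays brought to a common distribution the lower root mean square difference of the 2 arrays was still 1.46 times the highest of the other 8 (1.43 times as deposited and 1.44 times after centring). A 3' bias of the RNA or its amplification stays open: 2 of the 4 ratios of these arrays lay outside the range of the other 8, by small margins (1.78 against 1.76 for Gapdh on replicate 1, and 1.23 against 1.17 for actin on replicate 2). RNA from cells of another type, which a sort by fluorescence might not remove, is not excluded by these tests. The design speaks against it, as all sorted cells came from the cultured myoblast line Pmi 28. The means of 3 of 6 marker lists lay above the other 8 arrays on both (endothelial by 0.28, macrophage by 0.067 and adipocyte by 0.019), and 19 of 49 marker genes did so. Eng, the endothelial marker of highest level, did not (7.99 and 7.90, with 7.99 the highest of the other 8). Among those that did, named after their values were seen, was Pecam1 (6.59 and 6.50, against 5.99). The cartilage marker Col2a1, above the array medians, did too (8.03 and 8.55, against 7.66). The prolactin family list, which marks none of these cell types, also lay above, by 0.095. Dim genes in general tended to lie above: among the 6065 dimmest genes 28.4% did, while among the 6064 brightest 51.1% lay below. As the endothelial list mean lay below the array medians, its rise may be part of this shift. Its share of members above, 5 of 9, was larger than 28.4%, and this difference was not tested. No biological explanation was tested, since both arrays carry the same condition as the other low MeCP2 arrays.

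The p53 targets, which the paper's text does not name, had a median log2 fold change of 0.96 in high versus low MeCP2 cells. The tables argue against low MeCP2 replicates 1 and 2 as the whole cause, as without them the median was 0.83 (camera adjusted p = 8.28e-25, and 0.0704 with an estimated correlation), and against the scaling of the arrays, as the lower median under the 2 other scalings was 0.85. A change shared with differentiation stays open: across the 22 members, which are not independent replicates, the changes in the 2 systems had a Pearson's r of 0.41 (permutation p = 0.0606) and a Spearman's rho of 0.36 (permutation p = 0.106), with adjusted p of 0.106 for both and an r of 0.106 without the 2 members farthest from the median. Of the members, 14 were higher in both systems, against 13.9 for independent systems, so the count does not bear on this. The level of MeCP2 may account for the change as a hypothesis. The sort by fluorescence can also vary the amount of transfected construct and of YFP along with it. No array of cells with another construct was used here, so these cannot be told apart.

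In both comparisons other splits of the same 10 arrays were drawn, 100 of the 126 possible, with the real one among them. Chance is unlikely for the 18825 changed probe sets of MT versus MB, reached in 1 of 100 splits, with 0 as the highest of the others. It is also unlikely for the 2836 of high versus low MeCP2 cells, reached in 1 of 100, with 2 as the highest of the others. As the real split is among the 100, 1 is the fewest that this test can give. For the interaction of the systems, 14100 were called and at most 330 in the other splits, so that it was reached in 1 of 100. These splits were made within each system and break up the change of MT versus MB itself. They thus test for no change in either system and cannot test for an equal change in both. For the number of lists that camera called, this test does not exclude chance. In MT versus MB it was 16, reached in 5 of 100 splits (17 in the highest other). The other 4 of these kept 4 arrays of a group together, and so most of the contrast, while none of the 79 splits that kept 3 together reached it (14 at most). In high versus low MeCP2 cells it was 8, reached in 25 of 100 (12 in the highest other), 15 of them among the 79 that kept 3 together.

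Of the 4 genes studied in both systems, Myom2, Ttk and Birc5 changed differently in them, with an interaction in limma of 3.87, -2.48 and -3.08 on the log2 scale. Ttk in MT and Myom2 in sorted cells lay below the array medians, so the first 2 sizes are uncertain. For Brca1 it was -2.02 with the probe set taken in the differentiation system. With the one taken in the ectopic system it was 0.070 (adjusted p = 0.634 from limma), not past the threshold. That probe set lay below the array medians in every group. The remaining probe sets, below the medians in MT and sorted cells, had an interaction of -1.55 and -1.70 (adjusted p = 6.37e-09 and 1.38e-10 from limma).

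Single arrays stood apart from their group by the gap to the nearest array over the range of the group. This was so in 17 of 248 groups, against 12.4 by chance, which gives about 1 in 20. In MB, replicate 2 was lowest in the means of the sarcomere list (0.728), the list of excitation-contraction coupling (0.728) and the 2-Mbp windows around Tpm3 (0.730) and Birc5 (0.728), and highest in Igfbp2 (0.767). Ttk was lowest in MB replicate 5 (0.713) and Mef2c highest in MB replicate 3 (0.794). The mean of the interferon-stimulated genes was highest in MT replicate 4 (0.747). Among high MeCP2 arrays, replicate 3 was highest in Ttk (0.715) and lowest in the mean of the sarcomere list (0.814). Replicate 2 of that group was highest in the means of the lists of the nuclear lamina (0.716) and of cholesterol synthesis (0.774) and lowest in the mean of the macrophage markers (0.783) and in the window around Prl7c1 (0.747). Low MeCP2 replicate 2 was lowest in Myom2 (0.722), Prl7c1 (0.735) and the mean of the fibroblast markers (0.750).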

How the results depend on the processing

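The omission of low MeCP2 replicates 1 and 2 together, array weights and the alternatives of the interaction were chosen after the data were seen. The fall of the mitosis and DNA replication lists and the rise of the sarcomere list in MT versus MB kept their direction and side of the threshold under every alternative run. With one array left out their medians ranged from -2.57 to -2.41, -1.76 to -1.73 and 2.39 to 2.49. The p53 targets in high versus low MeCP2 cells did so too, at 0.91 to 1.02 with one array left out, except that their median of 0.96 was not past the threshold with an estimated correlation. The interaction of the systems, 14100 probe sets, was 13086 to 15957 with one array left out and 13728 to 14117 otherwise.

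In MT versus MB the count of 18825 ranged from 17689 to 19100 with one array left out. It was 8801 at the methods' p of 4e-06 by limma and 4927 and 4552 by the methods' t-test on log2 and antilog values, 3271 with at least a 2-fold change and 8932 with 1 probe set per gene, where fewer were tested. The SD of log2 fold changes (0.571 to 0.58 with one array left out) was 0.71 without dim probe sets, and 0.71 and 0.64 with the probe set of largest change or highest mean per gene. The median absolute change (0.129 to 0.135) was then 0.241, 0.198 and 0.157, and 0.138 with the mean of the probe sets of a gene. The number with at least a 2-fold change (3231 to 3350) was 1957, 1644 and 1301 under these rules for a gene.

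In high versus low MeCP2 cells the count of 2836 ranged from 1383 to 5439 with one array left out. It was 10529 with all 20 arrays in one model, 4450 with array weights, 1828 without low MeCP2 replicates 1 and 2, 1113 and 1277 by the methods' t-test on log2 and antilog values, 811 at an adjusted p under 0.01 and 208 with at least a 2-fold change. At the methods' p it was 201 by limma and 44 and 43 by the methods' t-test. The cause of these differences was not tested, apart from the stricter thresholds. The SD (0.225 to 0.301), median absolute change (0.116 to 0.168) and number with at least a 2-fold change (155 to 352) were 0.19, 0.0944 and 126 without low MeCP2 replicates 1 and 2. With the probe set of largest change per gene the SD was 0.33 and the median 0.215, without dim probe sets the median was 0.176, and the 2-fold count was 126 with the probe set of highest mean and 79 with the mean of the probe sets.

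With the replicate number as a block, 18516 probe sets were called in MT versus MB and 1129 in high versus low MeCP2 cells. With the number of the sample code as a block, the median absolute change in MT versus MB was 0.135, and in high versus low MeCP2 cells the count was 9873, the SD 0.36, the median 0.199 and the 2-fold count 630. The mitosis list of high versus low MeCP2 cells lost its camera call under that block, with a median of -0.029 (2 higher and 4 lower, adjusted p = 0.348 from camera). Deviations of same-numbered arrays correlated at -0.132 to 0.189 for MT and MB and at -0.266 to 0.141 for high and low MeCP2 cells, and not every array correlated best with its own number. High and low MeCP2 arrays that share a sample code, 3 pairs, correlated at 0.0564 to 0.146, 2 of them best with their own code, and MT and MB arrays that do at -0.130 to 0.204. Not every pair lay above 0.1 by either number, so pairing is not shown, and for the codes of the sorted cells it stays open. The block by code rests on the arrays that share one.

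Other calls changed as follows, values that took the opposite sign left out. Among the lists in MT versus MB, 16 calls were lost under other settings, and 4 lost and 1 gained with one array left out. Among those in high versus low MeCP2 cells 14 were lost and 8 gained, 1 lost and 6 gained with one array left out, and 2 lost and 2 gained without low MeCP2 replicates 1 and 2. Of the selected genes, Myom2 in the ectopic system lost its call under 4 other settings, the replicate number as a block among them (adjusted p = 0.118 from limma), and with 7 single arrays left out, Cdc20 and Ttk each gained one there, and Slc19a2 gained 1 in MT versus MB. Of windows in MT versus MB, 2 lost and 5 gained a call, and 2 and 3 with one array left out. In the ectopic system 9 gained one, and 3 with one array left out. Other named genes lost 12 calls in MT versus MB and 39 in the ectopic system, and 21 and 70 with one array left out.

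Several values took the opposite sign. By the other rule for the probe set, Tpm3 in MT versus MB was -0.46, Atp2a2 2.53 and Actb 0.30, and with the mean of the probe sets of a gene Atp2a2 was 0.95, Actb 0.0040 and, in high versus low MeCP2 cells, Syne1 -0.0038. Without the selected gene the window around Tpm3 was -0.053 and that around Coro1c 0.021 in MT versus MB. With 1 probe set of highest mean per gene the windows around Tpm3 and Birc5 were -0.065 and -0.078, and with that of largest change Birc5's was -0.056. With all 20 arrays normalized to a common distribution, the window around Brca1 in high versus low MeCP2 cells was -0.033 and the medians of the heat shock and nuclear pore lists -0.12 and -0.078. The cause was not tested. Signal over background cannot be set from these values, which leaves the size of a change uncertain for genes below the array medians in a group, such as Prl7c1, or Ttk in MT.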

Differences from the paper's values

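Values that the paper shows in Fig. 1b were read by eye. A second reading, made after the values here were known, gave other figures, and only the first is printed. The reading tolerance of 0.1 was also set after the values were seen.

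For Prl7c1 in high versus low MeCP2 cells the paper's log2 fold change is about 1 in Fig. 1b, read by eye, and the value here was 0.069. It differed under every alternative set before the data were examined. For Birc5 in MT versus MB the paper's value is about -3.1 in Fig. 1b, and the value here was -3.24, which differed under every such alternative. For Ttk the paper's value is about -2.5 in Fig. 1b against -2.65 here. It was within the tolerance with all 20 arrays normalized to a common distribution (-2.6) and under none of the others. For Coro1c the paper's value is about -2.3 in Fig. 1b against -2.44 here. It was within the tolerance with the probe set of highest mean level (-2.34) and under none of the others. By the second reading, Birc5, Ttk and Coro1c did not differ.

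The paper draws Nrde2 with a downward arrow in Fig. 1c, as a gene past its threshold of significance. It was lower in MT here and past an adjusted p of 0.05, but not past the threshold that the methods state, by limma or by the methods' t-test. Col6a2, drawn as lower in high MeCP2 cells, was lower here and above that threshold by both tests. Bdnf, drawn as higher, was past it by limma and not by the methods' t-test. Myom2, drawn as unchanged in the ectopic system, had an adjusted p of 0.0357 from limma, and was above the threshold of the methods. Apart from Prl7c1, the other selected genes had the direction of their arrows, or no call where the arrow was horizontal.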

Other observations

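The permutation tests of list means, the counts of list members at an unadjusted p, the comparison of arrays by level, and the tests of gene density adjusted for level and without low MeCP2 replicates 1 and 2 were chosen after the data were seen.

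Besides muscle and proliferation genes, several other groups changed in MT versus MB. Of 17 genes of the unfolded protein and integrated stress response, 16 rose and none fell (16 adjusted over the list alone), among them Herpud1, a component of protein degradation at the endoplasmic reticulum, by 2.68, and the serine synthesis gene Psat1 by 1.55. Camera called the list (adjusted p = 8.77e-10, and 0.0489 with an estimated correlation). It also called the lists of p53 targets, heterochromatin, nuclear pores, ribosomal proteins, immediate early genes and extracellular matrix, none of them with an estimated correlation. Of 22 p53 targets, 18 rose and none fell (18 over the list alone), with a median of 0.61. Eda2r rose by 3.84 and Pmaip1, a promoter of apoptosis, by 2.41 (adjusted p = 0.052 with an estimated correlation). Of 25 proteins of DNA methylation and heterochromatin, 19 fell and none rose (19 over the list alone), led by Uhrf1 at -3.33 and the maintenance methyltransferase Dnmt1 at -1.49 (adjusted p = 0.078 with an estimated correlation). Nuclear pore genes fell as well, 21 of 26, with 2 higher (22 lower and 2 higher over the list alone), with Nup205 and Ndc1 at -1.36 and -1.27 and Nup210, from a level below the array medians, at 1.13 (adjusted p = 0.107 with an estimated correlation). Of 25 ribosomal protein genes, 22 fell and none rose (23 over the list alone), with Rpl37 at -0.91 (adjusted p = 0.31 with an estimated correlation). Immediate early genes fell more often than they rose, 14 against 3 of 26 (14 and 3 over the list alone). Ccn2 was at -2.75 and Nr4a1 at 1.38 (adjusted p = 0.052 with an estimated correlation). Of 40 genes of the extracellular matrix, 23 rose and 12 fell (24 and 12 over the list alone), with Postn at 4.31 and Fbln1 at -2.74 (adjusted p = 0.373 with an estimated correlation). Nuclear lamina genes went both ways, 9 up and 8 down of 19 (9 and 8 over the list alone). Syne1, which links the nucleus to the cytoskeleton, rose by 2.09, and the lamin gene Lmnb1 and the emerin gene Emd fell, at -1.52 and -1.66.

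Camera did not call the lamina list, nor any of the following in MT versus MB, whose counts were unchanged when adjusted over the list alone except for the endothelial markers. Of 16 heat shock genes, 9 rose and 4 fell, with the small heat shock protein Cryab at 2.15 and Hmox1 at -1.19, and the list was called without MT replicate 3 (adjusted p = 0.0298 from camera). Of 36 interferon-stimulated genes, 10 rose and 8 fell (Xaf1 at 0.91, from a level below the array medians, and Irgm1 at -0.64). Of 17 genes of the hypoxia response, 7 rose and 3 fell (P4ha1 at 1.56, Ndrg1 at -1.03), of 19 of cholesterol synthesis 8 rose and 3 fell (Dhcr7 at 1.49, Insig1 at -0.90), and of 19 described as MeCP2 targets 4 rose and 6 fell (Igfbp3 at 1.39). Among markers of other cell types, 2 of 9 adipocyte markers rose and 1 fell (Cd36 at 1.64, below the array medians in both groups, and Cebpa at -1.76), with a median of -0.065 and a mean of 0.087. Of 12 macrophage markers 2 fell, of 9 endothelial markers 2 fell (0 by limma over the list alone, 3 unadjusted at a p under 0.05 and 3 by the methods' t-test), of 6 osteoblast and chondrocyte markers 2 fell, of 7 smooth muscle markers 1 rose and 4 fell (Tagln at -2.71), and of 6 fibroblast markers 4 rose, Dpep1 among them.

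Between high and low MeCP2 cells, 9 of 36 interferon-stimulated genes rose and none fell (10 and 2 over the list alone). The antigen peptide transporter gene Tap1 rose by 1.35 and Ifit1 by 1.39, both from levels below the array medians, so that the size of their rise is uncertain. The list was not called, and its median was -0.055 with a mean of 0.11. Of 40 genes of the extracellular matrix, 4 rose and 10 fell (5 and 10 over the list alone), with Col18a1 at 0.83 and Col1a2 at -0.63, a median of 0.034 and a mean of -0.021. Of 26 immediate early genes, 6 rose and 6 fell (8 and 6 over the list alone), with Btg2 at 0.94 and Ccn2 at -0.54. Of 17 genes of the unfolded protein and integrated stress response, 4 rose (4 over the list alone), among them the transcription factor genes Atf3 and Ddit3, the latter by 0.64. Of 15 members in no other list 2 rose, and the call of camera was lost with an estimated correlation (adjusted p = 0.726 with an estimated correlation), with the 20 arrays normalized to a common distribution, where the median was 0.043 against 0.17 (adjusted p = 0.125 from camera), without dim probe sets (adjusted p = 0.15 from camera) and without low MeCP2 replicates 1 and 2 (adjusted p = 0.102 from camera). Of 19 genes of cholesterol synthesis, 4 fell and 1 rose (4 and 1 over the list alone). The squalene epoxidase gene Sqle was at -0.67 and the regulator Insig1 at 1.28. Camera did not call this list in the main analysis, but did with the 20 arrays normalized to a common distribution (median -0.17, 7 lower and 1 higher, adjusted p = 0.00468 from camera), with the probe set of largest change per gene (median -0.31, adjusted p = 0.0159 from camera), without dim probe sets (adjusted p = 0.00413 from camera), without high MeCP2 replicate 2 (adjusted p = 0.0455), without low MeCP2 replicate 2 (adjusted p = 0.0212) and without low MeCP2 replicates 1 and 2 together (adjusted p = 0.00524). Of 19 genes described as MeCP2 targets, 2 rose (5 rose and 3 fell over the list alone), Bdnf, by its probe set of highest mean, and Igfbp3, the latter by 0.77. Of 19 lamina genes 3 rose and 1 fell (4 and 2 over the list alone), with Tmem214 at -0.65, and of 26 nuclear pore genes 1 rose, Nup50 at 0.34, and 1 fell, Nup107 at -0.31 (1 and 1 over the list alone). Of 25 heterochromatin proteins 2 rose (5 rose and 2 fell over the list alone), with Hmga2 at 0.54. Without low MeCP2 replicates 1 and 2, Tmem214 was at -0.34 (adjusted p = 0.0561 from limma) and Nup50 at 0.32 (adjusted p = 0.0686 from limma), and 1 lamina gene was higher and 2 nuclear pore genes lower. The numbers that rose and fell were then 6 and 0 for the interferon-stimulated genes, 3 and 7 for the extracellular matrix, 5 and 4 for the immediate early genes, 3 and 0 for the stress response, 1 and 4 for cholesterol synthesis, 2 and 1 for the genes described as MeCP2 targets and 1 and 0 for the heterochromatin proteins.

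Among muscle genes in high versus low MeCP2 cells, the calcium release channel gene Ryr1 rose by 0.55, 1 of 20 of excitation-contraction coupling (1 over the list alone, with a median of -0.037, a mean of 0.0013 and a downward direction in camera). Myod1 rose by 0.48, 1 of 11 myogenic factors (1 higher and 2 lower over the list alone). Of 14 genes of fusion and the neuromuscular junction 3 rose (4 higher and 1 lower over the list alone), with Jam2 at 0.61, and of 19 genes of energy metabolism 1 rose, Phka1 at 0.43 (0 by limma over the list alone, with 5 higher and 5 lower at an unadjusted p under 0.05 and 0 by the methods' t-test). Of 16 heat shock genes 1 rose, Hmox1 at 0.66, and 1 fell, Hspb1 at -0.39 (1 and 2 over the list alone, with a median of 0.0043 and a mean of -0.012). With the 20 arrays normalized to a common distribution camera called this list and that of the nuclear pore as lower (adjusted p = 0.031 and 0.0298 from camera). Of 17 hypoxia genes 1 rose, Ndrg1 at 0.83, and 1 fell, Pdk1 at -0.25 (1 and 1 over the list alone, with a median of -0.044 and a mean of 0.035). Of 6 fibroblast markers 1 rose, Cd34 at 1.03, below the array medians in both groups (1 over the list alone, with a median of -0.065 and a mean of 0.099). By limma 0 of 22 genes of recombination and fork repair passed (0 over the list alone), with 5 lower at an unadjusted p under 0.05 and 0 by the methods' t-test. With the 20 arrays normalized to a common distribution 9 of them were lower and none higher (median -0.20, adjusted p = 0.00111 from camera). Camera did not call this list in the main analysis. It did with the probe set of largest change (adjusted p = 0.029), with the mean of the probe sets of a gene (adjusted p = 0.0393) and without dim probe sets (adjusted p = 0.00239), and with arrays left out its adjusted p was 0.0284 and 0.0479 without high MeCP2 replicates 2 or 3, 0.0226 and 0.00771 without low MeCP2 replicates 1 or 2, and 6.07e-05 without both of the latter. The numbers were 0, with 6 higher unadjusted and 0 by the methods' t-test, for 25 ribosomal protein genes (0 over the list alone), whose camera call (adjusted p = 0.0205) was lost with an estimated correlation (adjusted p = 0.79 with an estimated correlation), with the 20 arrays normalized to a common distribution (median 0.035 against 0.12, adjusted p = 0.148 from camera), without dim probe sets (adjusted p = 0.278 from camera), without low MeCP2 replicate 2 (adjusted p = 0.0965 from camera) and without low MeCP2 replicates 1 and 2 (adjusted p = 0.279 from camera). They were 0, with 1 higher and 2 lower unadjusted and 0 by the methods' t-test, for 9 adipocyte markers, and 0, with 2 lower unadjusted and 0 by the methods' t-test, for 9 endothelial markers (0 over the list alone for both). Of 12 macrophage markers 1 rose, Cd14 at 0.37, and 1 fell, Tyrobp at -0.49, to a level below the array medians (1 and 1 over the list alone), and of 6 osteoblast and chondrocyte markers 1 fell, Col2a1 at -0.63 (2 over the list alone), with a camera call that was lost with an estimated correlation (adjusted p = 0.514 with an estimated correlation). Without low MeCP2 replicates 1 and 2, Cd14 was at 0.28, Tyrobp at -0.27, Col2a1 at -0.32, Phka1 at 0.26 and Pdk1 at -0.27, none of them past the threshold (adjusted p of 0.101, 0.124, 0.099, 0.203 and 0.0731 from limma). Without these arrays 1 gene of fusion and the junction rose and none fell, and the numbers were 1 and 0 for excitation-contraction coupling, 1 and 1 for the myogenic factors, 0 and 0 for energy metabolism, 1 and 1 for heat shock, 1 and 0 for hypoxia and for the fibroblast markers, and 0 and 0 for the macrophage, osteoblast and chondrocyte markers. In exact permutation tests of the list means, adjusted over the 29 lists, 27 passed in MT versus MB, 16 higher and 11 lower. The MT and MB arrays did not overlap in 26 lists, even at a difference of 0.074 for the interferon-stimulated genes. Passing there is thus not particular to a list. Between high and low MeCP2 cells 5 passed, each with adjusted p = 0.046: the p53 targets, the CDK inhibitors and cyclins (0.53), and the fibroblast (0.10), osteoblast and chondrocyte (-0.26) and smooth muscle markers (-0.32).

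The called probe sets of both comparisons overlapped in 2086 cases, against 1185 if the lists were independent, and 1247 of the 2086 changed in the same direction. Of them 1041 were higher in both (463 for independent lists) and 206 lower in both (114), which leaves open how the lists depend on shared levels of expression. Across probe sets the log2 fold changes of the 2 comparisons, which share no array, correlated at r = 0.0842. The groups of MT and MB arrays did not overlap in 15007 probe sets and those of high and low MeCP2 arrays in 3943, where chance gives 0.794%.

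A hypothesis was that neighbouring genes change together. Over 18001 pairs of adjacent genes in MT versus MB, the log2 fold changes correlated at r = 0.0572, above the highest of 1000 random orders of the genes (0.0237). Without pairs of like symbols and without probe sets that can bind several transcripts, r was 0.0325 over 13093 pairs, against 0.0258. Between high and low MeCP2 cells r was 0.0845 (0.0194 in the highest random order), and 0.0568 with the same pairs left out (0.0306). It was 0.0809 without low MeCP2 replicates 1 and 2 (0.0229). The correlations are small, but a random order does not account for them, and related neighbours or shared probe sets do not account for all of them. Genes are not independent replicates, and shared regulation of neighbours may be a reason that was not tested.

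A second hypothesis was that genes in gene-dense windows of 2 Mbp change in one direction. In MT versus MB they did not by this test, with a Spearman's rho of 0.00577 between the number of protein-coding genes and the log2 fold change (p = 0.528 by 1000 rotations of the values along the genome, a permutation test, with 95% of rotations between -0.0162 and 0.0179). Between high and low MeCP2 cells rho was -0.0328 (permutation p = 0.003, with 95% of rotations between -0.0215 and 0.0216). At matched level of expression it was -0.0854 (permutation p = 0.001, the smallest that 1000 rotations can give), but without low MeCP2 replicates 1 and 2 rho was 0.0133 (permutation p = 0.263), and -0.0137 at matched level (permutation p = 0.248). The relation was thus not detected without these 2 arrays, and may reflect them.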
